# Quercetin promotes in vitro maturation of oocytes from humans and aged mice

**DOI:** 10.1038/s41419-020-03183-5

**Published:** 2020-11-11

**Authors:** Yongzhi Cao, Haibin Zhao, Zhao Wang, Changming Zhang, Yuehong Bian, Xin Liu, Chuanxin Zhang, Xin Zhang, Yueran Zhao

**Keywords:** Senescence, Ageing

## Abstract

Maternal fertility declines irreversibly with aging, and advanced maternal age is mostly related to impaired oocyte quality. The flavonol compound quercetin is considered to be an anti-aging agent due to its cytoprotective actions as an antioxidant. However, its role and mechanisms on aged oocytes are unclear. In this study, the quercetin promotes in vitro maturation (IVM) and early embryonic development of oocytes from aged mice. It is extended these findings in human oocytes, showing that quercetin promotes the IVM rate by 19.6% and increases the blastocyst formation rate by 15.5% compared to untreated controls. The overall oocyte quality of aged mice is improved by quercetin treatment, assessed as spindle/chromosome morphology and cortical granule distribution. Mitochondria is the primary endogenous source of age-related oxidative stress, and an RNA-seq analysis of quercetin-treated oocytes reveals molecular insights including scavenged mitochondrial-ROS, reduced apoptosis, and improved autophagy. Further, this study demonstrates that quercetin reduces ROS via SIRT3-mediated acetylation of SOD2’s K68 residue. Thus, beyond demonstrating that quercetin confers beneficial mitochondria-related impacts in aged oocytes, this study illustrates a potential strategy to prevent or delay oocyte aging and to improve success rates of assisted human reproductive technologies (ART).

## Introduction

The progressive loss of ovarian follicles accelerates with aging, especially in humans over the age of 38^1^. However, many women worldwide postpone childbearing and therefore potentially face infertility^2^. Decreasing numbers of oocytes, coinciding with declining oocyte quality, together affect gradual decreases in overall ovarian function, and eventually leading to final natural sterility^3^. Moreover, maternal age-related decline in fecundity is associated with increased aneuploidy and poor oocyte maturation, which can lead to detrimental clinical outcomes, for example, congenital anomalies and miscarriage^4^. One major known cause of oocyte aging is increased oxidative damage by excessive reactive oxygen species (ROS), which can result in part from weakened anti-oxidative defense systems^5^. During in vitro maturation (IVM), ROS can be produced in the oocyte with both oxygen sources from the extrinsic medium and intrinsic cellular metabolism, which was originated from the mitochondria^6^. Regardless of the source, ROS can cause DNA damage, cellular dysfunction, and apoptosis^7^. Thus, it is plausible that scavenging mitochondrial oxidative stress in oocytes could help alleviate age-related oocyte aging and fertility decline.

IVM is now a highly impactful procedure used to help retrieve immature oocytes. It is widely used in both scientific research with laboratory animals and human ART, and also notable because it facilitates the development of totipotent embryos^8–10^. By 2015, estimates suggested that more than 5000 babies had been born following IVM^11^, and the procedure has become ever-more-widespread in the ensuing years. Importantly in the clinic, IVM can eliminate the risk of ovarian hyperstimulation syndrome, as it involves only minimal or no prior FSH stimulation, no hCG stimulation, and offers substantial cost reductions for patients receiving often prohibitively expensive fertility treatments^12^. However, compared to conventional in vitro fertilization (IVF), IVM results in substantially lowered success rate and reduced oocyte developmental potentiality, and yet further IVM performance decreases have been associated with increased maternal age^13^.

To reduce age-related oxidative stress and potentially relieve ROS-induced damage, biologists and medical scientists have explored the use of many antioxidant supplementations, including for example resveratrol, growth hormone, melatonin, rapamycin, and coenzyme Q10^13–17^. Quercetin (3, 3′, 4′, 5, 7-pentahydroxylflavone) is a flavonoid natural product compound found in plants such as berries, broccoli, apples, and onions^18^. Previous studies have reported that quercetin can prevent mitochondrial dysfunction by removing oxidation products, scavenging free radicals, and stimulating antioxidant enzymes^19^. Further, studies have demonstrated that quercetin activating antioxidant capacity can alleviate senescence in mice and can extend lifespan in *C. elegans* by 15%^20,21^. Other work has shown that quercetin can enhance the antioxidant capacity of the ovary in menopausal rats, can delay mouse oocyte postovulatory aging^22,23^, and can substantially improve oocyte IVM rates in swine and goat^8,24^. Aging is a nonmodifiable risk and a common factor for suffering from infertility^25^. Hence, the feasibility of using quercetin to delay ovarian aging and promote fertility by IVM should be assessed.

The result shows that quercetin promotes IVM and subsequent formation of blastocysts using aged mice models, and extended these findings with verification of the observed quercetin effects in human oocytes. These studies also confer a protective mechanism against age-related mitochondrial oxidative stress by reduced apoptosis, improved autophagy, and discover quercetin can scavenge oxidative stress via the SIRT3-dependent deacetylation of SOD2 pathway.

## Materials and methods

The protocol for this study was reviewed and approved by the Institutional Review Board of Reproductive Medicine, Shandong University ([2018] Ethical Review #41). All patients in this study have written their informed consent by the Declaration of Helsinki. Unless otherwise noted, all chemicals and reagents used were purchased from the Sigma Chemical Company.

### Oocyte and embryo collection

Kun Ming (KM) female mice that were 9- to 10-months old (when fertility declines rapidly) were used as a naturally aged mice model, and 6- to 8-week-old young female mice were also used in this experiment. House in a temperature-controlled room with 12D:12L (dark vs. light), water and food were available ad libitum. To obtain fully grown GV oocytes, mice were injected intraperitoneally with 10 IU pregnant mare serum gonadotropin (PMSG) (Ningbo Hormone Product Company, China), and cumulus-oocyte complexes were collected by manual rupturing of antral ovarian follicles after 46–48 h. To obtain fully grown GV oocytes, cumulus cells were removed by repeatedly pipetting. Then, oocytes cultured in M16 medium (Sigma, USA) and covered with mineral oil were incubated under 6% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C for 4 h or 16 h to determine the GVBD ratio or PB1 extrusion rate, respectively. To induce superovulation, intraperitoneal injection of 10 IU PMSG was followed 48 h later by 10 IU human chorionic gonadotropin (hCG) (Ningbo Hormone Product Company, China). After 16 h, superovulated mice were killed, and oviductal ampullae were broken to release cumulus-oocyte complexes, which were subsequently fertilized with adult KM male sperm from the cauda epididymidis. Zygotes in small drops of G-IVF medium (Vitrolife, Sweden) and covered with mineral oil were incubated under 6% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C to observe embryonic developmental potential.

### Oocyte/embryo treatment and microinjection

For the IVM experiment, GV oocytes were washed at least three times and immediately cultured in M16 medium supplemented with or without different concentrations of quercetin. Oocyte maturation rates were observed after 16 h. Quercetin (Q4951, Sigma, USA) was dissolved in DMSO and diluted to a final concentration of 5 μM, 10 μM, or 20 μM. The final concentration of DMSO was less than 0.05%. For the IVF experiment, the embryos were cultured in G1-IVF and G2-IVF media supplemented with or without 10 μM quercetin. Fertilized oocytes developed to the 2-cell stage after 12 h and to the blastocyst stage after 4.5 days. Embryonic development and morphology were examined with a stereomicroscope (Nikon SMZ1500). For microinjection in knockdown experiments, about 10 pL *Sirt3*-targeting siRNA (10 ng/μL) was injected into GV stage oocytes, which were arrested at the GV stage in M16 medium containing 2.5 mM milrinone for 20 h to allow synthesis of new protein. For IVM, si*Sirt3* oocytes were cultured in the M16 medium with (si*Sirt3* + quercetin) or without (*siSirt3*) 10 μM quercetin. As a control, the same amount of RNase-free-PBS was injected into oocytes. siRNA was obtained from RiboBio, and the sequences are shown in supplementary material Table S3.

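The siRNA sequence listed for *Sirt3*, GCCTCTACAGCAACCTTCA, was searched for in the mouse transcripts of GENCODE release M21, which is annotated on GRCm38. It matched the coding strand of *Sirt3* (ENSMUSG00000025486) on chromosome 7 from 140877850 to 140877868, on the minus strand. The site is coding sequence in exon 3 of 8. All 19 bases matched in 8 annotated *Sirt3* transcripts and in no transcript of another gene.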

### Culturing human oocytes/embryos and quercetin treatment

Human GV /GVBD oocytes from discarded IVF cycles, collected from 57 patients whose ages varied from 22 to 42 years, were randomly divided into two groups for treatment with or without 10 μM quercetin under 6% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C. The demographics and baseline profiles of women with and without quercetin-treated oocytes are shown in supplementary material Table S1. They were cultured for 24 h in IVM medium, which was Medium 199 (Gibco/Life Technologies, USA) supplemented with 0.29 mmol/L sodium pyruvate (Sigma, USA), 10% human serum albumin (Vitrolife, Sweden), 0.075 IU/mL recombinant follicle-stimulating hormone (FSH, Merck Serono, Switzerland), 0.15 IU/mL hCG, and 10 ng/mL epidermal growth factor (EGF, Sigma, USA). M II stage oocytes were counted, and the criterion for nuclear maturation was the extrusion of the PB1. After maturation, M II oocytes were used for the ICSI protocol, carried out under an inverted microscope (Nikon, Japan). Zygotes were cultured sequentially with G1-IVF and G2-IVF culture media (Vitrolife, Sweden) and incubated under 6% CO_2_, 5% O_2_, and 90% N_2_ at 37 °C. Embryo photomicrographs were taken at different stages of development. The fertilization rate was calculated 16–18 h after ICSI. The blastocyst rate was evaluated 5–6 days after fertilization, and the blastocyst stage was assessed according to Gardner’s criteria.

### ROS assessment

For measurements of intra-oocyte reactive ROS, oocytes with or without 10 μM quercetin were collected and subsequently incubated for 30 min at 37 °C in M2 supplemented with 10 mM carboxy-H2DCF diacetate (Beyotime, China). After being washed in M2 medium at least 3 times, oocytes were imaged with a confocal microscope (Dragonfly, Andor Technology, UK), and identical settings and 488 nm excitation used in all observations. The fluorescence intensity for each oocyte was measured with Image J (National Institutes of Health, USA).

### Measurement of cytoplasmic ATP content in oocytes

ATP content measurements were made using an EnSpire Multimode Plate Reader (PerkinElmer, USA) and a commercial assay kit based on the luciferin–luciferase reaction (Bioluminescent Somatic Cell Assay Kit, Sigma, USA). Mixed for 5 s before detection, a formula derived from linear regression analysis of a standard curve containing 11 ATP concentrations ranging from 10 fmol to 10 pmol was used to calculate oocyte ATP content. At least 60 oocytes were used for each experiment.

### Immunofluorescence microscopy

In brief, oocytes were fixed for 30 min with 3.7% paraformaldehyde in PBS, treated with 0.5% protease in M2 for 10 s to remove zona pellucida, permeabilized at 37 °C for 10 min with 0.1% Triton X-100 in PBS, blocked with 3% BSA in PBS at 37.5 °C for 0.5 h, and blocked with 1% BSA dissolved in PBS. Oocytes were incubated with primary antibodies in 1% BSA overnight at 4 °C for immunofluorescence staining. The primary antibodies were as follows: anti-LC3 (Cell Signaling, USA), anti-SOD2K68ac (Abcam, USA), and anti-active caspase-3 (Abcam, USA). After being washed three times for 5 min in PBS containing 1% Tween 20 and 0.01% Triton X-100, oocytes were incubated with secondary antibody (Cell Signaling, USA) at room temperature for 1 h. For tubulin staining, oocytes were probed with an anti-α-tubulin antibody (Sigma, USA). To evaluate the distribution of cortical granules, oocytes were probed with labeled lens culinaris agglutinin (Vectorlabs, USA). For the TUNEL method, an in situ cell death kit (Roche, Germany) was used. To detect mitochondrial membrane potential (MMP), oocytes were incubated in M2 medium containing 2 μM JC-1 (Invitrogen, USA) for 30 min at 37 °C. To evaluate mitochondrial distribution, oocytes were cultured in M2 medium containing 200 nM MitoTracker-Red (Invitrogen, USA) for 30 min at 37 °C. To visualize chromosomes, oocytes were counterstained with DAPI (Solarbio, China) for 10 min. Immunofluorescence analysis was always performed using control and quercetin-treated oocytes manipulated in parallel and under identical conditions. After being washed three times, oocytes were mounted on medium (Vector, USA) and examined under a laser scanning confocal microscope (Dragonfly, Andor Technology, UK). The mean fluorescence intensity of each oocyte was measured with Image J (National Institutes of Health, USA). Images were acquired by using the same confocal microscope settings within and between experiments. The antibodies used in these experiments are shown in supplementary material Table S2.

### RNA sequencing and qPCR

For RNA sequencing, 15 M II stage oocytes after IVM from three mice were considered one group, and three replicates were assessed per group. Samples included groups collected with or without 10 μM quercetin treatment. The RNA sequencing protocol, briefly, the sample library was built with a smart-seq HT Kit (Takara, Japan) at Shanghai Sinomics Corporation and sequenced with an Illumina NovaSeq 6000 (Illumina, USA). RNA-sequencing reads were aligned to the GRCm38.91 reference genome using Hisat2 software. Raw data files are publicly available from the Gene Expression Omnibus (GEO) database under accession number GSE157212. Total RNA was extracted from samples using the RNeasy Mini Kit (Qiagen, Germany) by the manufacturer’s protocol. cDNA was obtained by reverse transcription of RNA by PrimeScript reverse transcriptase (Takara, Japan). Expression levels of mRNAs were partially verified by quantitative real-time PCR experiments performed with a Light Cycler 480 (Roche, Germany). The mRNA levels were normalized to endogenous GAPDH mRNA levels (internal control) using calculations performed with Microsoft Excel. The primers used were designed by Primer Premier 5.0 software. 

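The 12 primer pairs listed for qPCR were matched without mismatches to the same set of mouse transcripts, taking products of up to 1000 bases. In 6 pairs, both primers matched the gene they are listed for, with products in coding sequence. The *Hmga2* pair spanned chromosome 10 from 120374672 in exon 4 to 120473292 in exon 2, with a product of 121 bases. The *Mtch2* pair ran from exon 2 to exon 3 on chromosome 2, from 90849415 to 90849673 (117 bases), and the *Il6* pair from exon 1 to exon 2 on chromosome 5, from 30013205 to 30013500 (131 bases). Both primers lay within 1 exon in the other 3 pairs. These were *Ube2e3* in exon 2 on chromosome 2 from 78870494 to 78870553 (60 bases), *Nbr1* in exon 8 on chromosome 11 from 101564643 to 101564791 (149 bases), and *Casp9* in exon 2 on chromosome 4 from 141796605 to 141796698 (94 bases).

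The other 6 pairs gave a product only in transcripts of a gene other than the listed one. The pair listed as *Sirt3* matched exon 1 of *Bmp15* on chromosome X from 6320238 to 6320330 (93 bases), and the pair listed as *Bmp15* matched *Gdf9* on chromosome 11 from 53433728 to 53436659 (119 bases). The pair listed as *Gdf9* matched *Sod2* on chromosome 17 from 13008248 to 13010546 (166 bases). The pair listed as *Sod2* matched *Gapdh* on chromosome 6 from 125163330 to 125165286 (123 bases), among 44 genes that include *Gapdh* pseudogenes. The pair listed as *Gapdh* matched *Gpx4* on chromosome 10 from 80054987 to 80056196 (229 bases) and a *Gpx4* pseudogene. The pair listed as *Gpx4* matched exon 1 of *Uqcr10* on chromosome 11 from 4704169 to 4704291 (123 bases). The primers of these pairs had between 5 and 9 mismatches at their best site in the transcripts of the listed gene.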

Primer sequences are shown in supplementary material Table S3.

### Electron microscopy

To compare the effects of control and 10 μM quercetin treatment, 10 oocytes from five mice were used for each sample. To analyze mitochondrial ultrastructure, oocytes were prepared for transmission electron microscopy (TEM). Briefly, oocytes were cut into 70 nm ultrathin sections, stained with uranyl acetate and lead citrate, and then examined by TEM (Jeol, Japan). Morphometry of mitochondrial ultrastructure was determined from electron micrographs at 30,000-fold magnification. To quantify abnormal mitochondria, ten different fields of each oocyte were counted in a blinded fashion.

### Western blot analysis

For total protein extraction, 100 oocytes for each group were lysed by boiling in SDS buffer for 5 min. After electrophoresis with 12% SDS-PAGE gels, the samples were transferred to a PVDF membrane (Millipore, USA), blocked with 5% skim milk diluted in PBST for 1 h at room temperature, incubated with primary antibody overnight at 4 °C, and incubated with goat anti-rabbit IRDye 680RD (LI-COR Bioscience, USA) or goat anti-mouse IRDye 800CW (LI-COR Bioscience, USA) for 1 h at room temperature. Immunoreactive bands and molecular weight were detected using the Odyssey Infrared Imaging System (LI-COR Bioscience, USA). The antibodies used in these experiments are shown in Supplementary material Table S2.

### Statistical analyses

All experiments were replicated more than three times, and the data obtained were subjected to statistical analysis. Data are presented as mean ± SD unless otherwise indicated. Differences between two groups were analyzed for statistical significance using two-tailed unpaired Student’s t-tests. Multiple comparisons between more than two groups were analyzed by one-way ANOVA test using Prism 5.0. *P* < 0.05 was considered to be significant.

## Results

### Treating oocytes from aged mice with quercetin improves oocyte maturation and early embryonic development

To investigate the effect of quercetin on oocytes from aged mice, we performed an IVM test supplemented with different quercetin concentrations (Fig. 1A). A total of 1,066 GV-stage oocytes from 9- to 10-month-old female mice were collected and cultured in M16 medium supplemented with 0 μM, 5 μM, 10 μM, or 20 μM quercetin for 16 h. The 10 μM quercetin treatment surpassed controls and outperformed the other treatment concentrations for both the germinal vesicle breakdown (GVBD) rate and the first polar body (Pb1) extrusion rate (Fig. 1B). Hence, it is selected 10 μM quercetin for further study. These results suggest the treating oocytes from aged mice with 10 μM quercetin can significantly promote the IVM rate.

**Fig. 1:**
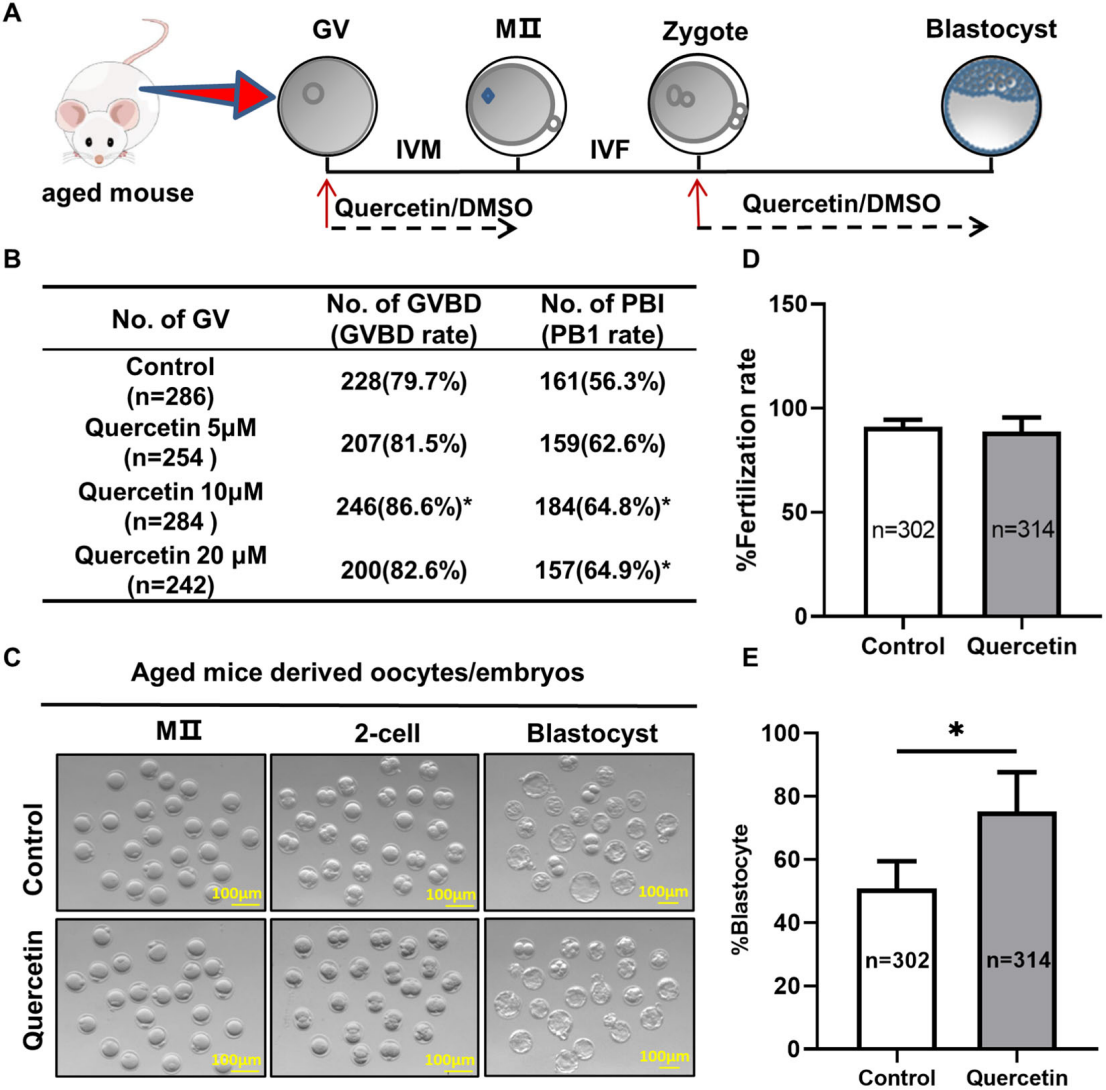
Treating oocytes from aged mice with quercetin improves oocyte maturation and early embryonic development. **A** Timeline of quercetin-treated oocyte development and early embryonic development up to the blastocyst stage. **B** Quantitative analysis of GVBD and Pb1 extrusion in the presence of 0, 5, 10, and 20 μM quercetin. **C** Representative images of oocytes and embryos cultured in vitro at the MII, 2-cell, and blastocyst stages. Scale bar, 100 μm. **D** Quantitative analysis of fertility rate with or without 10 μM quercetin treatment. (**E**) Quantitative analysis of blastocyst formation rate with or without 10 μM quercetin treatment. Data are expressed as means ± SD from three independent experiments. *P < 0.05 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

To examine the potential impacts of quercetin on early embryonic development, IVF in aged mice was performed (Fig. 1A). In culture medium supplemented with 10 μM quercetin or control medium, MII stage oocytes were fertilized with sperm from adult males with normal fertility and spermatogenesis. It is no difference in the rate of 2-cell stage oocytes between the two groups (Fig. 1D). However, the blastocyst formation rate of the quercetin-treated group was significantly increased by 24% than the untreated group (Fig. 1E). Consistent with these findings, our results demonstrated that quercetin had the potential to improve IVM and embryonic developmental competency in aged mice (Fig. 1C).

### Quercetin improves oocyte quality from aged mice

According to previous studies, reduced oocyte quality (cytoplasmic and nuclear) is one of the major factors causing infertility in aged humans^13^. Abnormal spindle and aneuploidy cause decreased fertilization chances, increased risks for miscarriage, and a rise in progeny with birth defects^17^. To evaluate oocyte quality, firstly comparing spindle morphology and chromosome alignment of M II stage oocytes from aged mice with or without quercetin, the results found various severely abnormal formations in control oocytes, including elongated spindles, no apparent poles, and chromosome misalignment (Fig. 2A). Compared with the control, quercetin treatment significantly decreased the proportion of abnormal spindles and chromosomes (Fig. 2C), as observing bipolar spindles and orderly aligned chromosomes on the equatorial plate.

**Fig. 2:**
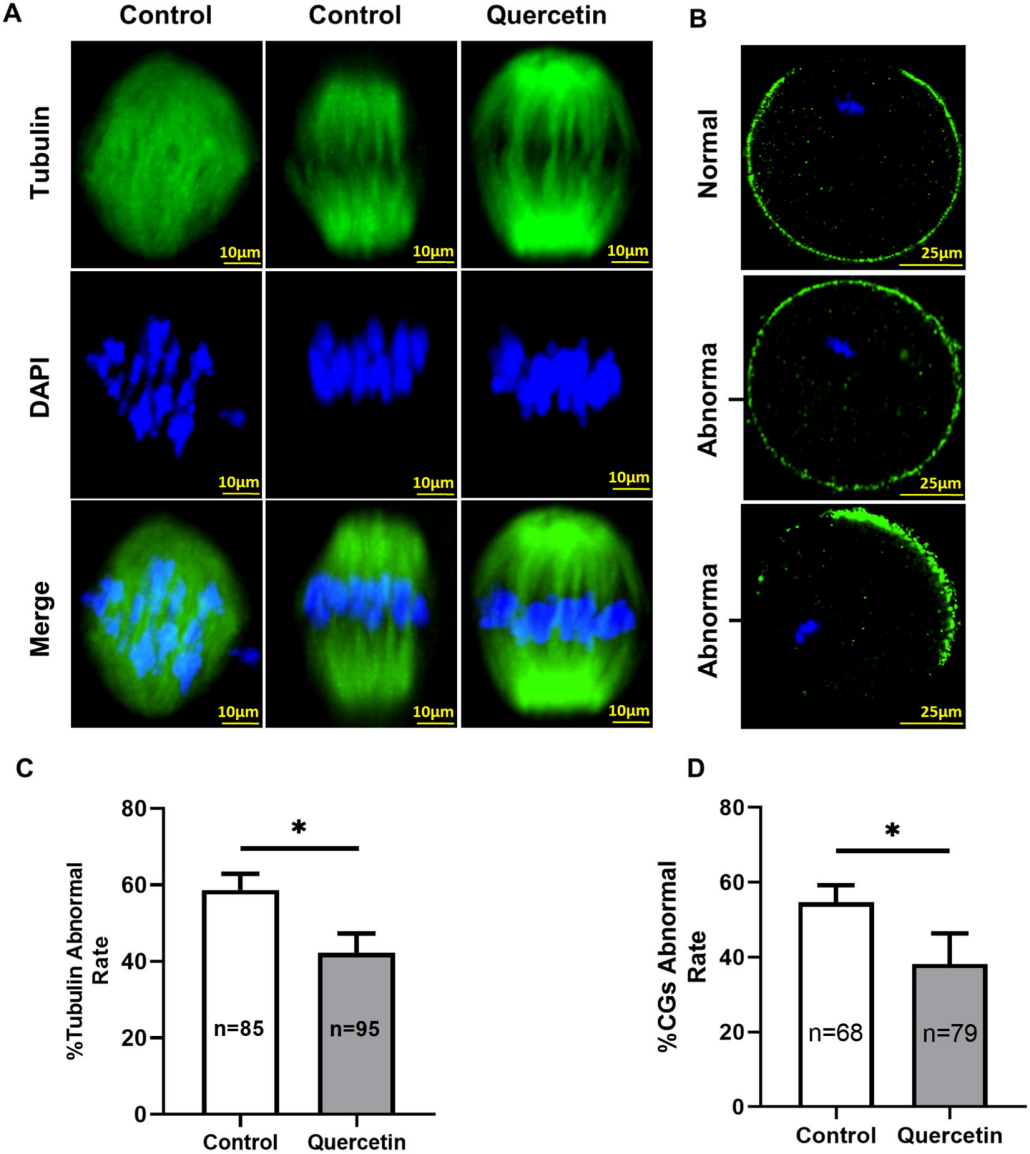
Quercetin improves oocyte quality in aged mice. **A** Representative images of spindle/chromosome organization in oocytes from aged mice with or without 10 μM quercetin treatment. Spindles were stained with α‐tubulin antibody (green), and chromosomes were counterstained with DAPI (blue). Scale bar, 10 μm. **B** Distinct cortical granules (CGs) distributions with or without quercetin treatment. CGs in oocytes were stained with lens culinaris (LCA)‐FITC (fluorescein isothiocyanate: green), and chromosomes were stained with DAPI (blue). Scale bar, 25 μm. **C** Quantification of abnormal spindle/chromosomes oocytes with or without quercetin treatment. **D** The proportion of oocytes with abnormally distributed CGs, following quercetin treatment. Data are means ± SD of at least three independent experiments. *P < 0.05 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

Because the distributions of cortical granules (CGs) are an important cytoplasmic indicator of the oocyte, they can block polyspermy^26^. To investigate the distribution of CGs in aged oocytes with or without quercetin, oocytes were probed with labeled lens culinaris agglutinin. The results showed that quercetin-treated oocytes led to a significantly higher percentage of normal CGs distributions, which are indicated by a layer of CGs tidily aligned beneath the oolemma and a CG-free domain near the spindle (Fig. 2B). However, over 50% of the control oocytes showed abnormal CGs distribution in aged mice, including increased migration towards the oocyte spindle or oocyte cortex without leaving CG-free domains (Fig. 2D). Taken together, these data imply that quercetin is a powerful agent for combatting age-related quality declines in IVM oocytes.

### Whole transcriptome analysis of quercetin-treated oocytes from aged mice

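For RNA sequencing, 3 pools without quercetin and 3 pools with 10 μM quercetin were compared. Each pool held 15 M II oocytes of 3 naturally aged Kun Ming mice, 9 to 10 months old, collected after 16 h of IVM. Libraries were made with the smart-seq HT Kit, which copies polyadenylated RNA from few cells into full-length cDNA, so each value describes a pool and not a single oocyte. The authors aligned the reads with Hisat2 to the GRCm38.91 reference genome and deposited the number of reads on each Ensembl gene, without normalization. The paper's text does not name the program that counted the reads, whether counting used the strand, or what was done with reads matching several genes.

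The 3 control pools held 8671210, 7880467 and 8905681 counts on genes, and the 3 quercetin pools held 8465142, 9938743 and 8109613. Total counts did not differ between the groups (two-sided exact permutation test, p = 0.7, where 3 pools against 3 cannot give a p under 0.1). A gene with 3 counts, taken as the smallest number that shows it, had between 0.302 and 0.381 CPM (counts relative to library size) depending on the pool. Amplified reads without molecular identifiers are not independent molecules, so this floor covers counting error only. Counts were scaled by edgeR's TMM method, with factors from 0.920 to 1.06, the CPM of single genes use these scaled sizes, and each log2 fold change is quercetin over control. Across genes, the Pearson correlation of log2 CPM was 0.954 to 0.970 between pools of the same group and 0.953 to 0.971 between pools of different groups. The first principal component held 32.4% of the variance and did not part the groups, with quercetin replicates 1 and 2 at -37.9 and -30.9, and control replicate 2 and quercetin replicate 3 at 31.3 and 30.9.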

To investigate variations in gene expression of quercetin-treated aged mice oocytes after IVM, we performed single-cell RNA sequencing of M II stage oocytes. 

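The comparison covered 11842 genes, those with enough reads for edgeR's filter (about 10 counts in at least 3 pools), and left out 12634 genes with fewer. At an adjusted p under 0.05 and a fold change over 2, 0 genes were higher and 0 were lower with quercetin in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and the smallest adjusted p was 0.0730. Without adjustment, 477 genes had a p under 0.05, of which 253 were higher and 224 lower with quercetin, while 592 would be expected if no gene had changed. A fold change over 2 was also met by 103 of them, 31 higher and 72 lower. Scaling by library size only, in place of TMM, gave 23 higher and 95 lower by these criteria, which lowered the share of higher genes from 30.1% to 19.5%. Among the other tests, edgeR's likelihood ratio test moved the adjusted result most, to 16 genes, 6 higher and 10 lower, and edgeR's exact test, added after seeing the data, called the same genes.

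Pools of both groups carry the replicate numbers 1 to 3. Deviations from the group means correlated across genes by 0.296, 0.101 and -0.0303 between the pools numbered 1, 2 and 3 (mean 0.122). Between pools with different numbers the average was -0.0612. Deviations cancel within a group, so this average largely follows from the mean of same-numbered pools and is no separate evidence of pairing. With the replicate number as a block, again 0 genes met the adjusted criteria, and 131 met the unadjusted p and fold change criteria, 37 higher and 94 lower. The biological coefficient of variation between pools was 0.269. When 200 genes were changed in counts simulated with this spread and depth, the test called 2.5% of those changed 2-fold, 78% of those changed 4-fold and 95.5% of those changed 8-fold.

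Genes were named by smallest p among those at 5 CPM or more whose pools did not overlap between groups. *Rell1* (ENSMUSG00000047881, chromosome 5 from 63908897 to 63968897) rose from 67, 63 and 43 counts to 265, 260 and 249, a log2 fold change of 2.19 (standard error 0.24). *C1d* (ENSMUSG00000000581, chromosome 11 from 17257579 to 17269176) had 18, 23 and 20 counts in control pools and 78, 150 and 132 in quercetin pools, a log2 fold change of 2.57 (standard error 0.31). *Pakap* (ENSMUSG00000089945, chromosome 4 from 57568179 to 57896982) had 162, 52 and 159 counts in control pools and 0 in each quercetin pool, at least 40-fold lower, but 98.2% of its exon length overlaps *Akap2* and *Palm2*, between which reads can be split. These genes shared the adjusted p = 0.0730 given by the quasi-likelihood test of edgeR after Benjamini-Hochberg adjustment. Among lower genes, *Gm42418* and *CT010467.1* followed with log2 fold changes of -1.24 and -0.999, then *Ptp4a1* with -1.02 (92.6% of its sequence shared with other annotated genes) and *Suv39h2* with -0.95. *Gm42418* and *CT010467.1* lie on opposite strands of one place on chromosome 17, where *CT010467.1* is annotated as ribosomal RNA, so their reads can be split.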

By comparing the transcriptomes of treated and control oocytes, 124 up-regulated and 270 down-regulated genes were identified cutoff criteria: adjusted P-values less than 0.05 and fold change greater than 2 (Fig. 3A). By using a qPCR analysis of the expression of selected genes, similar results confirmed expression trends from the RNA-seq data (Supplementary Material Fig. S1). 

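Gene sets were fixed by gene symbol before the counts were read, and a Gene Ontology annotation was not used here. The sets were compared with the genes that met the unadjusted criteria of p under 0.05 and fold change over 2, against all tested genes as background. *Mrpl46* was the only such gene among 71 genes of the mitochondrial ribosome, where 0.618 would be expected by chance (Fisher's exact test, p = 0.463). The 25 apoptosis genes included *Casp9* (expected 0.217, Fisher's exact test, p = 0.196) and the 35 autophagy genes included *Nbr1* (expected 0.304, Fisher's exact test, p = 0.264). No member met the criteria in the sets of 68 nuclear respiratory chain genes, 22 antioxidant genes, 55 cytosolic ribosome genes, 13 mitochondrially encoded protein genes or 7 cumulus markers. After Benjamini-Hochberg adjustment over the 8 sets, every Fisher's exact test had an adjusted p = 1.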

Gene Ontology analysis revealed quercetin induces alteration of gene expression related to multiple biological processes, cellular components, and molecular functions, including clear enrichment for metabolic activity and aging terms (Fig. 3B). 

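Among genes of anti-oxidative metabolism, *Sod2* (ENSMUSG00000006818), on chromosome 17 from 13006846 to 13040063, had 54.45 ± 7.20 CPM in control pools and 50.3 ± 6.01 CPM in quercetin pools (SD, n = 3). Its log2 fold change was -0.11 (standard error 0.18, adjusted p = 0.988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and the groups overlapped (two-sided exact permutation test, p = 0.5). *Gpx4* (ENSMUSG00000075706, chromosome 10 from 80047166 to 80056439) had 6, 29 and 8 counts in control pools and 8, 14 and 9 in quercetin pools, too few to be tested, and 66.8% of its sequence also occurs in other annotated genes.

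*Ube2e3* (ENSMUSG00000027011, chromosome 2 from 78868124 to 78921293) rose from 10.2 ± 2.77 CPM to 26.1 ± 1.81 CPM (SD, n = 3), a log2 fold change of 1.35 (standard error 0.24, adjusted p = 0.525 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Hmga2* (ENSMUSG00000056758, chromosome 10 from 120361275 to 120476469) had 6, 4 and 5 counts in control pools and 4, 313 and 196 in quercetin pools, so 1 quercetin pool lay at the level of the controls. It stayed under the filter and was not tested (two-sided exact permutation test on log2 CPM, p = 0.3). *Bmp15* (ENSMUSG00000023279, chromosome X from 6314107 to 6320721) and *Gdf9* (ENSMUSG00000018238, chromosome 11 from 53431023 to 53437904) were abundant, at 2059 ± 284 and 5760 ± 154 CPM in control pools and 2344 ± 343 and 6725 ± 750.5 CPM in quercetin pools (SD, n = 3). Their log2 fold changes were 0.19 (standard error 0.17) and 0.22 (standard error 0.14), and the groups overlapped for *Bmp15* (two-sided exact permutation test, p = 0.4).

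The autophagy receptor gene *Nbr1* (ENSMUSG00000017119, chromosome 11 from 101552149 to 101581951) had 287, 246 and 335 counts in control pools and 356, 1116 and 1024 in quercetin pools, a log2 fold change of 1.53 (standard error 0.35, adjusted p = 0.883 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *Sirt3* (ENSMUSG00000025486, chromosome 7 from 140863666 to 140882309) had 23, 27 and 22 counts in control pools and 20, 41 and 38 in quercetin pools, or 2.77 ± 0.418 and 3.825 ± 1.14 CPM (SD, n = 3). Its log2 fold change of 0.47 (standard error 0.34) was within the spread of the pools (two-sided exact permutation test, p = 0.3), and 12.7% of its exon length overlaps *Ric8a* and *Psmd13* on the other strand. *Mtch2* (ENSMUSG00000027282, chromosome 2 from 90847155 to 90866810) was not tested, with 7, 3 and 3 counts in control pools and 13, 14 and 8 in quercetin pools. In TMM-scaled CPM, every quercetin pool was above every control pool for *Ube2e3*, *Gdf9*, *Nbr1* and *Mtch2* (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 pools against 3 can give). For *Gdf9* this depends on the scaling, since by library size only quercetin replicate 2 lies under every control pool.

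Leaving out each pool in turn moved the log2 fold change of *Sirt3* between 0.34 and 0.70 and of *Sod2* between -0.22 and -0.03. It ran from 1.22 to 1.59 for *Ube2e3* and from 1.32 to 1.87 for *Nbr1*. For *Bmp15* it ran from 0.08 to 0.30 and for *Gdf9* from 0.14 to 0.30. With the replicate number as a block (mean correlation of same-numbered pools 0.122), it was 0.44 for *Sirt3*, -0.11 for *Sod2*, 1.38 for *Ube2e3* and 1.41 for *Nbr1*. Among the other tests, DESeq2 and edgeR's likelihood ratio test each called *Ube2e3* and *Nbr1*, as did edgeR's exact test, added after seeing the data. DESeq2 gave a Benjamini-Hochberg adjusted p = 0.000966 for *Ube2e3* and adjusted p = 0.00361 for *Nbr1*.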

Numerous up-regulated genes have annotated functions related to anti-oxidative metabolism (*Sod2, Gpx4*), oocyte and embryonic development (*Hmga2, Ube2e3, Bmp15, Gdf9*), autophagy (*Nbr1*), aging (*Sirt3*), and the mitochondrial respiratory chain (*Mtch2*). Some of the down-regulated genes had annotated functions concerning apoptosis (*Il6, Caspase9*) (Fig. 3C). Thus, the transcriptome analysis of oocytes from aged mice identified many genes altered by quercetin treatment and suggested that such treatment has a pronounced impact on genetic programs associated with mitochondrial dysfunction.

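*Il6* (ENSMUSG00000025746), on chromosome 5 from 30013114 to 30019981, had 9, 3 and 3 counts in control pools and 0 in each quercetin pool. Against a floor of 3 counts, the control mean gave a bound of 1.61-fold lower with quercetin, which rests on control replicate 1. The other control pools were themselves at the floor, and *Il6* had too few counts to be tested. *Casp9* (ENSMUSG00000028914), on chromosome 4 from 141793612 to 141815976, had 48, 61 and 35 counts in control pools and 26, 12 and 6 in quercetin pools, or 5.55 ± 1.70 and 1.76 ± 1.33 CPM (SD, n = 3). The log2 fold change was -1.66 (standard error 0.51, adjusted p = 0.988 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Every control pool was above every quercetin pool (two-sided exact permutation test, p = 0.1, the smallest p possible). The log2 fold change of *Casp9* ran from -2.43 to -1.29 when each pool was left out in turn and was -1.79 with the replicate number as a block, where the mean correlation of same-numbered pools was 0.122.

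Of the 11 genes named in both directions, 7 had enough counts to be tested, and 6 of these changed in the stated direction. In TMM-scaled CPM, pools did not overlap, in the stated direction, for 6 of the 11, which were *Ube2e3*, *Gdf9*, *Nbr1*, *Mtch2*, *Il6* and *Casp9*, with *Gdf9* among them only after TMM scaling and not by library size only. Adjusted over the 7 tested genes alone, edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment gave an adjusted p = 0.00228 for *Ube2e3*, adjusted p = 0.00600 for *Nbr1* and adjusted p = 0.0234 for *Casp9*, and between 0.26 and 0.54 for *Gdf9*, *Sirt3*, *Bmp15* and *Sod2*. Because the list consists of the paper's own calls on these pools, the adjustment over the list shows no stability.

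**Figure D1:**
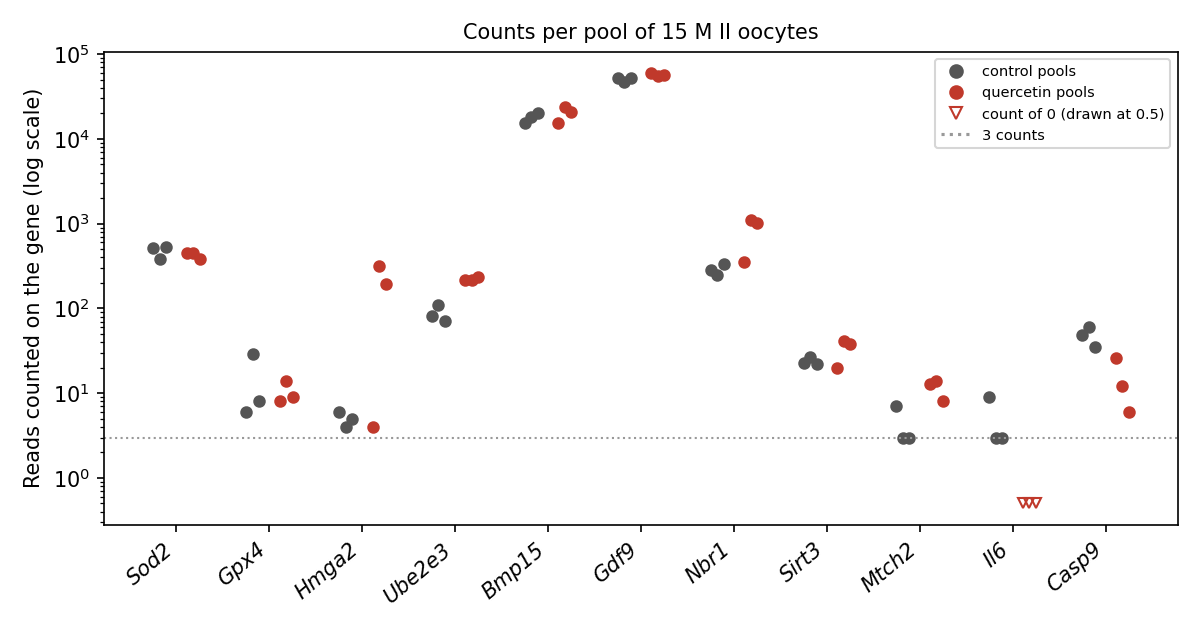
Reads counted on each of the 11 genes (log scale), with 1 point per pool for the 3 control and 3 quercetin pools, open triangles for counts of 0, and a dotted line at 3 counts. The 3 quercetin pools lie between 214 and 233 counts for *Ube2e3*, above the control pools at 72 to 111. For *Sirt3* the groups overlap, with quercetin replicate 1 at 20 counts and the control pools at 22 to 27. Counts are not scaled to library size, so an order this close need not hold in CPM.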

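Whole gene sets were compared with limma's camera test on log2 CPM, which asks whether the genes of a set shift together relative to all other genes. The 13 mitochondrially encoded protein genes were all lower with quercetin, by -0.25 on the log2 scale relative to other genes (adjusted p = 0.000162 from limma's camera test with Benjamini-Hochberg adjustment over the 8 sets). Their share of all counts was 2.53% ± 0.272 in control pools and 1.98% ± 0.114 in quercetin pools (SD, n = 3, two-sided exact permutation test, p = 0.1). In the same pools, the share of counts on *CT010467.1*, annotated as ribosomal RNA in the nuclear genome, and on *Gm42418*, which overlaps it, went from 0.0811% to 0.0372%. The cytosolic ribosome genes shifted by -0.18, with 45 of 55 lower (adjusted p = 0.00140 from limma's camera test with Benjamini-Hochberg adjustment).

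The nuclear respiratory chain set shifted by -0.11 (46 lower and 22 higher) and the mitochondrial ribosome by -0.056 (41 lower and 30 higher), both with an adjusted p = 0.31 in limma's camera test with Benjamini-Hochberg adjustment. Shifts of the antioxidant (-0.063), apoptosis (0.094), autophagy (0.034) and cumulus marker (-0.033) sets had adjusted p-values from 0.31 to 0.895 in the same limma test with Benjamini-Hochberg adjustment. With the replicate number as a block (mean correlation of same-numbered pools 0.122), the adjusted p was 0.000516 for both the mitochondrially encoded and the cytosolic ribosome sets and 0.0292 for the nuclear respiratory chain, from limma's camera test with Benjamini-Hochberg adjustment. Estimating the correlation between genes of a set from the data, in place of a fixed 0.01, moved the sets most, to an adjusted p of 0.899 for each from limma's camera test with Benjamini-Hochberg adjustment. With a pool left out, the mitochondrially encoded set missed the threshold in 1 fit and the cytosolic ribosome set in 3 of the 6 fits, while the nuclear respiratory chain passed in 2.

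From the annotated functions of the up-regulated and down-regulated genes, the paper proposes that quercetin affects genetic programs associated with mitochondrial dysfunction.

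**Figure D2:**
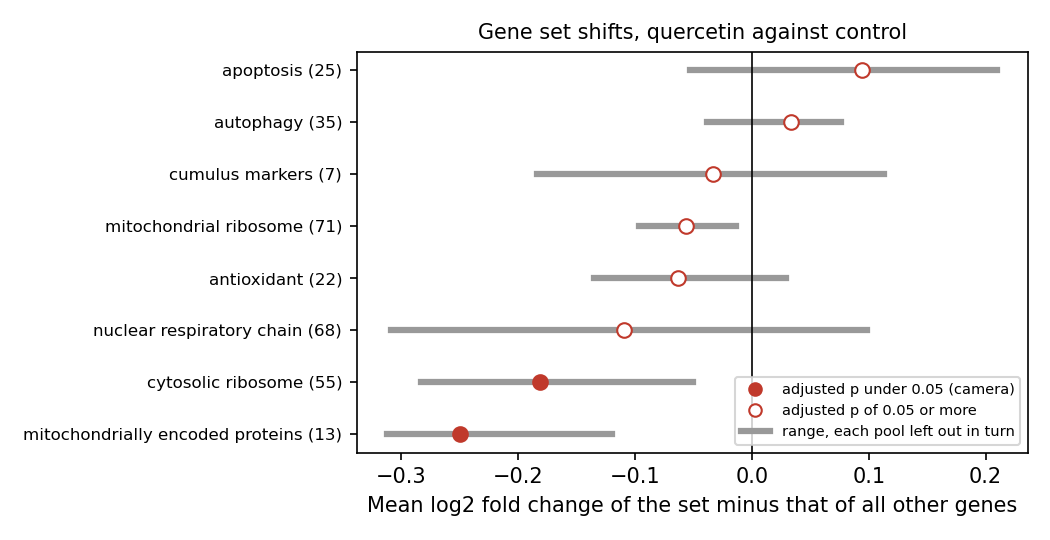
Shift of each gene set, as the mean log2 fold change of its genes (number in parentheses) minus that of all other genes, with filled circles for an adjusted p under 0.05 from limma's camera test with Benjamini-Hochberg adjustment and grey bars for the range when each of the 6 pools was left out in turn. The bars of the mitochondrially encoded (-0.31 to -0.12), cytosolic ribosome (-0.28 to -0.05) and mitochondrial ribosome (-0.10 to -0.01) sets stay under 0, while that of the nuclear respiratory chain runs from -0.31 to 0.10.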

**Fig. 3:**
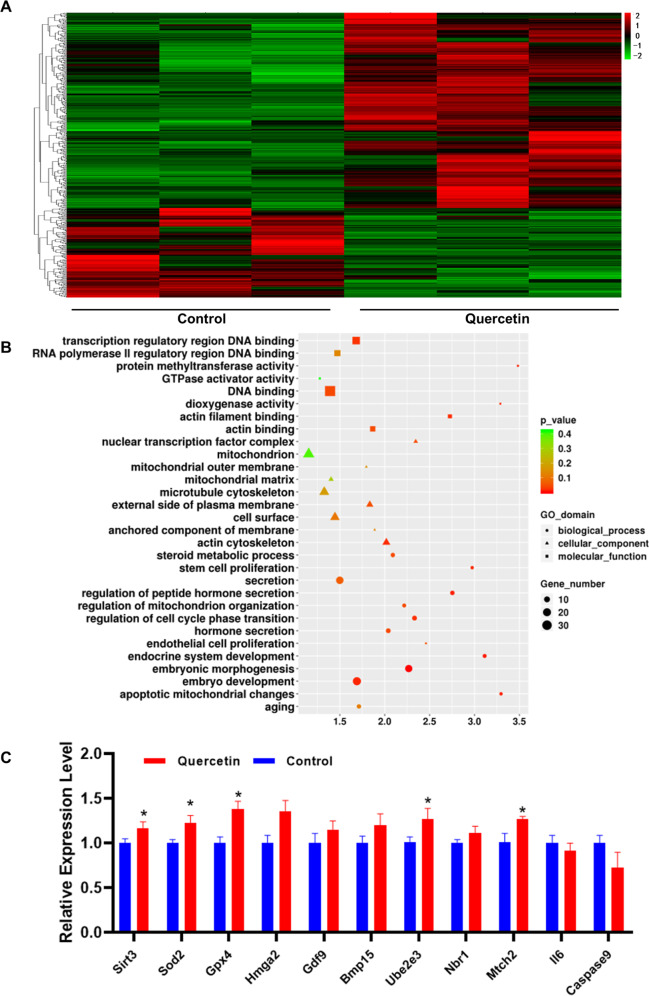
Whole transcriptome analysis of quercetin-treated oocytes from aged mice. **A** Heatmap of mRNA expression profiles in oocytes, showing changes in a subset of genes in response to quercetin treatment. **B** Gene ontology (GO) analysis of the differentially expressed genes after quercetin treatment. **C** Validation of RNA-seq data by qPCR. Data are expressed as means ± SD from three independent experiments. *P < 0.05 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

### Quercetin improves mitochondrial function in oocytes from aged mice

The decline of oocyte quality is related to mitochondrial dysfunction, which is responsible for molecular and cellular failures of aged oocytes and infertility^27^. Thus, it is hypothesized that culture medium supplemented with quercetin would improve age-induced mitochondrial dysfunction. Therefore, the effect of quercetin on mitochondrial function was assessed in four ways: distribution of mitochondria, mitochondrial membrane potential (MMP), ATP level, and mitochondrial ultrastructure.

To determine if quercetin treatment can attenuate the abnormal distribution of mitochondria, MitoTracker-Red staining and confocal microscopy were used to examine M II oocytes after IVM. More than 60% of the control group oocytes displayed abnormal mitochondrial distributions, including perinuclear distribution and cluster distribution, whereas the quercetin group oocytes had significantly fewer abnormalities (Fig. 4A, E). These findings indicated that quercetin can apparently alleviate some of the impaired mitochondrial dynamics known to accompany oocyte aging.

**Fig. 4:**
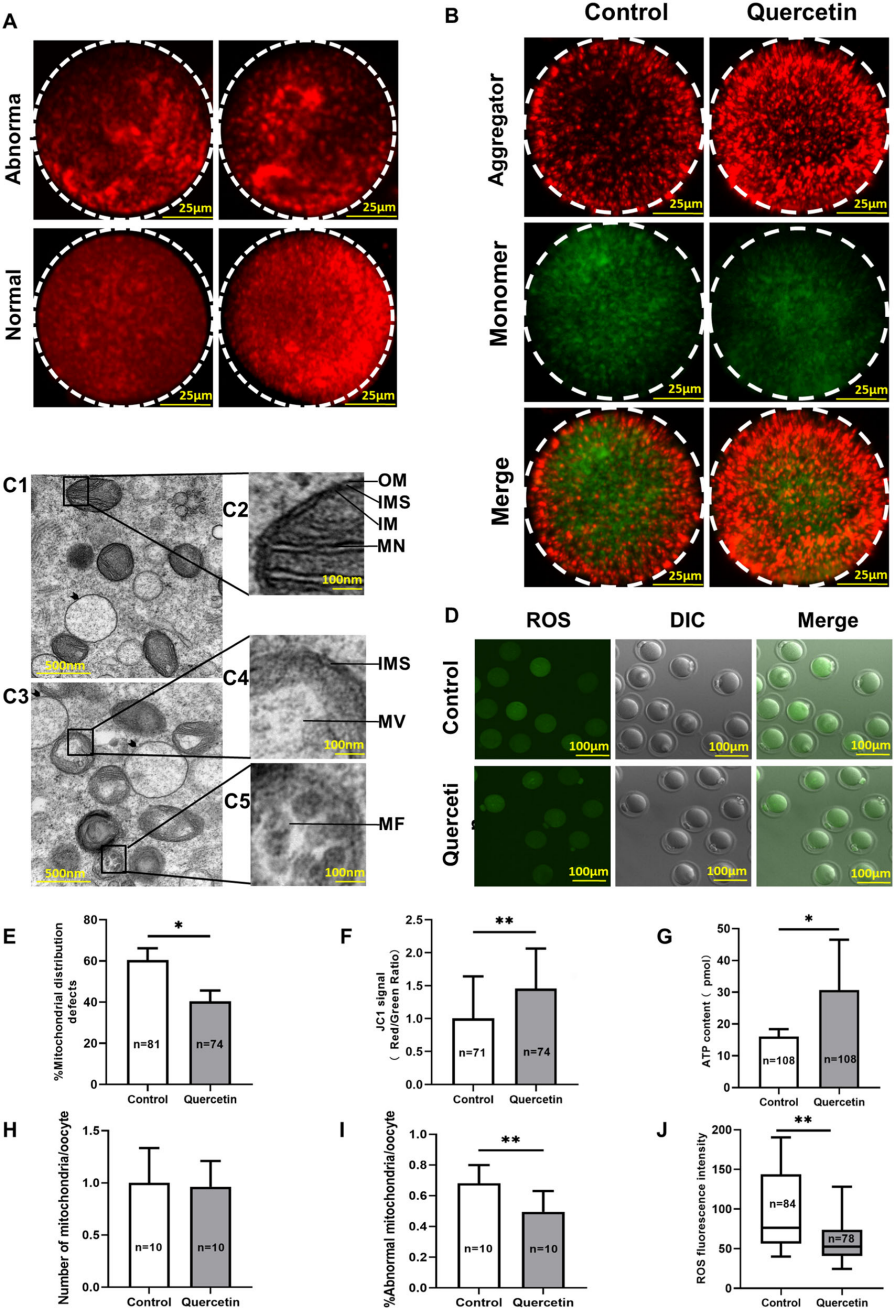
Quercetin attenuated mitochondrial dysfunction of oocytes from aged mice. **A** Confocal micrographs showing the distribution of mitochondria in oocytes treated with or without quercetin. Mitochondria were stained with MitoTracker-Red. Scale bar, 25 μm. **B** Confocal images showing the mitochondrial membrane potential (MMP), as determined by staining intensity with the MMP-specific probe JC-1, for oocytes treated with or without quercetin. Note that the same oocytes were observed in the TRITC channel (red fluorescence) and the FITC channel (green fluorescence). Scale bar, 25 μm. **C1** Representative electron micrograph of mitochondria from an oocyte from the quercetin treatment group. The arrowhead denotes an oocyte wherein the smooth endoplasmic reticulum (SER) vesicles were markedly swollen. Scale bar, 500 nm. **C2** Higher magnification view of the boxed region from C1, highlighting a vacuolated mitochondrion, showing mitochondrial cristae (MC), the structure of the outer membrane (OM), and inner membrane (IM), as well as a well-defined inter-membrane space (IMS). Scale bar, 100 nm. **C3** Representative electron micrograph of mitochondria of the control group oocytes. Scale bar, 500 nm. **C4**, **C5** Higher magnification views of boxed regions in C3, highlighting abnormal mitochondrial ultrastructural features, including the mitochondrial vacuole (MV), a narrowed inter-membrane space (IMS), and myelin figures (MF). Scale bar, 100 nm. **D** Representative images of ROS fluorescence (green) in control and quercetin-treated oocytes. Scale bar, 100 μm. **E** The proportion of oocytes with abnormally distributed mitochondria from the control and quercetin-treatment groups. **F** Quantification of MMP (red/green fluorescence intensity) as determined by staining with the MMP-specific probe JC-1. **G** Quantification of the intra-oocyte adenosine triphosphate (ATP) content, for oocytes treated with or without quercetin. **H** Quantification of the number of mitochondria in M II stage oocytes after in vitro maturation (IVM) with or without quercetin treatment. **I** Quantification of abnormal mitochondrial ultrastructural features in M II stage oocytes after in vitro maturation (IVM) with or without quercetin treatment. **J** Quantification of ROS fluorescent intensity in control and quercetin-treated oocytes. Each group was 10 oocytes from 5 mice. Data are means ± SD of at least three independent experiments. *P < 0.05 vs. control; **P < 0.01 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

Previous reports indicated that MMP might be compromised in aged human oocytes^28^. To assess mitochondrial membrane potential (MMP), another indicator of mitochondrial function, the MMP index (calculated as the ratio of red/green fluorescence intensity by JC-1 staining) was demonstrated a significantly increased the index in the quercetin group compared with the untreated group (Fig. 4B, F). Dysfunctional mitochondria are known to impair an oocyte’s metabolic capacity, which results in decreased adenosine triphosphate (ATP) content in aged oocytes^17^. Quantitative measurements of ATP levels revealed that quercetin dramatically increased the levels in aged mice oocytes over those measured in controls (Fig. 4G).

Ultrastructural aberration of mitochondria can herald mitochondrial-dependent degradation and apoptosis in somatic cells^29^. To determine if quercetin supplementation impacts the mitochondrial ultrastructure of oocytes, transmission electron microscopy (TEM) was used to examine aged oocytes after IVM. Compared with controls, the quercetin-treated oocytes had no difference in the number of mitochondria (Fig. 4H), but fewer abnormalities in mitochondrial ultrastructure (Fig. 4I), which typically exhibit well-aligned mitochondrial outer and inner membranes, and have a well-defined inter-membrane space (Fig. 4C1, C2). The results showed four types of abnormal ultrastructure: mitochondrial vacuoles, narrowed inter-membrane spaces, loss of cristae, and myelin figures (Fig. 4C3–C5). It is also noted that, compared with control oocytes, the quercetin-treated oocytes had fewer swollen vesicles in ultrastructural images of the smooth endoplasmic reticulum and the electron density in the oocyte mitochondrial matrix was higher (Fig. 4C1, C3). These TEM results indicate that quercetin in IVM can apparently alleviate some of the age-related abnormalities known to occur in the mitochondrial ultrastructure of aged oocytes.

As the production of intracellular ROS is known to affect mitochondrial function^6^, we investigated if quercetin treatment can promote oocyte quality by decreasing ROS levels. Oocytes collected and analyzed following quercetin treatment showed significantly reduced ROS levels compared with the control treatment (Fig. 4D, J).

### Quercetin decreases apoptosis and improved autophagy of aged oocytes

ROS triggers mitochondria-mediated oocyte apoptosis in several mammalian species, apoptosis is one of the hallmarks of aging, and previous studies have highlighted an apparently close functional relationship between apoptosis and autophagy in oocytes^30,31^. TUNEL analysis revealed that control oocytes were significantly more likely to exhibit a positive rate compared with quercetin-treated oocytes after IVM (Fig. 5A, H). Furthermore, the finding showed that caspase3 activation was significantly decreased upon quercetin-treated oocytes compared with the untreated group (Fig. 5B, I).

**Fig. 5:**
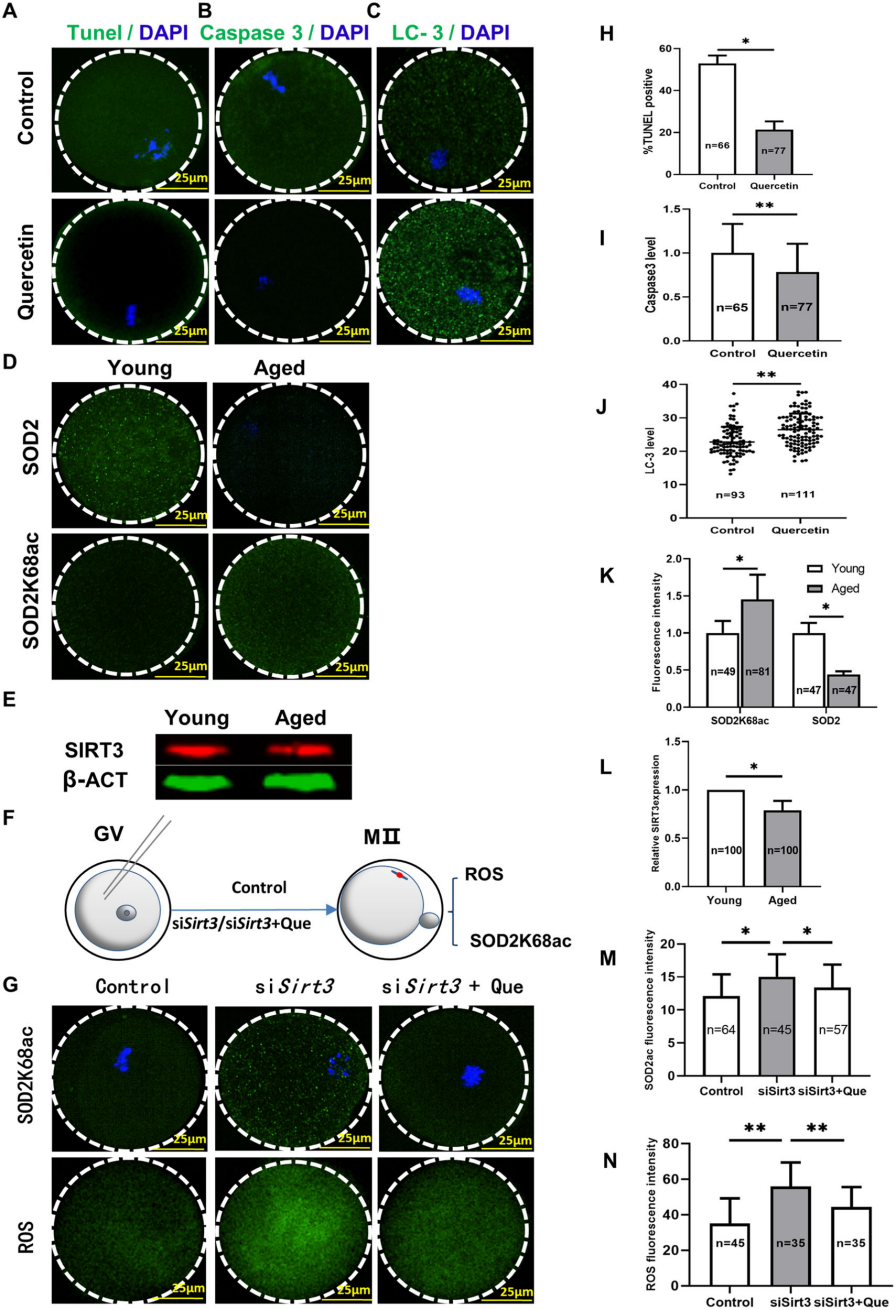
Quercetin decreases apoptosis and increases anti-oxidative activity via SIRT3-mediated reduction of SOD2K68 acetylation in oocytes from aged mice. **A** Confocal images of TUNEL assay examining control and quercetin-treated oocytes. The green fluorescence indicates TUNEL-positive oocytes. Scale bar, 25 μm. **B** Confocal images showing levels of activated Caspase 3 in control and quercetin-treated oocytes. Scale bar, 25 μm. **C** Confocal images showing autophagosomes (LC3-II puncta) in control and quercetin-treated oocytes. Scale bar, 25 μm. **D** Confocal images showing SOD2K68c/SOD2 in young and aged oocytes. Scale bar, 25 μm. **E** Western blot analysis showed reduced SIRT3 expression in GV stage oocytes from aged mice compared with young mice. β-action served as an internal control. **F** Schematic illustration of the experimental protocol to determine whether quercetin treatment reduces ROS accumulation levels and increases the extent of SOD2K68 acetylation by *Sirt3*. **G** Quercetin lowers the acetylation levels of SOD2K68 acetylation and ROS upon the reduction of SIRT3 expression. Scale bar, 25 μm. **H** The percentage of TUNEL-positive oocytes in control and quercetin-treated oocytes. **I** The Caspase3 was determined by immunofluorescence in control and quercetin-treated oocytes. **J** Quantification of LC3 intensity in control and quercetin-treated oocytes. **K** The levels of SOD2K68 are negatively associated with SOD2 enzymatic activity in M II stage oocytes from aged mice and young mice. **L** Western blot analysis showed the reduced Sirt3 expression in oocytes from aged mice compared with young mice. **M** Quantitative analysis of fluorescence intensity showing the acetylation levels of SOD2K68 after injecting Control, siSirt3, and siSirt3 + Quercetin treatment (Que). **N** Quantitative analysis of ROS fluorescence intensity after injecting Control, si*Sirt3*, and si*Sirt3* + Quercetin treatment (Que). DNA was stained with DAPI. Data are means ± SD of at least three independent experiments. Differences between two groups were analyzed by two-tailed unpaired Student’s *t*-tests. Multiple comparisons between more than two groups were analyzed by one-way ANOVA test. *P < 0.05 vs. control; **P < 0.01 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

Autophagy is a cell survival mechanism that can help prevent apoptosis by eliminating damaged organelles in lysosomes. Previous work has established that autophagy can improve oocyte mitochondria quality, and LC3 is an autophagy marker protein located on the autophagosome membrane^32,33^. To examine if quercetin affected autophagy in age-related oocytes, confocal images revealed that LC3 was significantly up-regulated by quercetin treatment compared with the control (Fig. 5C, J). Hence, quercetin can apparently help prevent the age-related quality decline of oocytes by reducing apoptosis and improving autophagy.

### Quercetin increases anti-oxidative activity via SIRT3-mediated reduction of SOD2K68 acetylation

Previous reports have suggested that the K68 residue of the SOD2 protein is an acetylation site associated with ROS homeostasis in oocytes^34^. Multiple studies have indicated that SIRT3 may deacetylate SOD2K68, consequently activating SOD2 and thereby potentially increasing its anti-oxidative activity^35^. Based on these findings, we then examined if SOD2 acetylation levels were negatively correlated with its enzymatic activity. Confocal microscopy revealed that oocytes from young mice had significantly lower SOD2K68 acetylation levels, which correspondingly stimulated SOD2 activity compared with that in aged mice (Fig. 5D, K). Moreover, we observed a significant increase in *Sirt3* and *Sod2* expression in the quercetin treatment group relative to their levels in the untreated group (Fig. 3C).

To determine whether SIRT3 expression was altered in GV stage oocytes from aged mice, we conducted protein expression analysis. Western blotting revealed that SIRT3 levels in oocytes of aged mice were significantly reduced compared with that of young mice (Fig. 5E, L). Furthermore, to investigate if the deacetylation state of SOD2K68 (SOD2K68ac) is regulated by SIRT3, fully grown GV oocytes from young mice were injected exogenous si*Sirt3* or PBS, as the negative control. Oocytes were arrested at the GV oocyte stage for about 12 h in the M16 medium supplemented with 2.5 mM milrinone, which interferes with SIRT3 protein synthesis. For IVM, si*Sirt3* oocytes were cultured in the M16 medium with (si*Sirt3* + quercetin) or without (si*Sirt3*) 10 μM quercetin. MII oocytes were collected and labeled with anti-SOD2K68ac antibody and carboxy-H2DCF diacetate to respectively evaluate SOD2K68ac expression and ROS levels (Fig. 5F). Quantitative analysis of confocal microscopy images showed that, compared with control oocytes, the SOD2K68ac level was significantly increased in si*Sirt3* oocytes. In contrast, si*Sirt3* + quercetin dramatically decreased the SOD2K68ac level in oocytes compared with si*Sirt3* oocytes (Fig. 5G, M). Moreover, analysis of ROS levels showed that si*Sirt3* oocytes had significantly elevated ROS levels. The ROS accumulation was still increased in si*Sirt3* + quercetin oocytes compared with control oocytes, but the addition of quercetin caused a significant ROS reduction compared with si*Sirt3* oocytes (Fig. 5G, N).

### Quercetin improves human oocyte in vitro maturation and early embryonic development

Having demonstrated that quercetin supplementation of culture medium improved IVM and blastocyst development rates for age-related mice oocytes, it is also examined the effect of 10 μM quercetin on IVM and intracytoplasmic sperm injection (ICSI) stage human oocytes (Fig. 6A, E). For human oocytes IVM, quercetin treatment caused a significant increase from 51.8% to 71.4% (Fig. 6B), and the treating oocytes from GVBD with 10 μM quercetin can also promote the IVM rate (Fig. 6C). Moreover, both the fertilization rate and the blastocyst development rate were much higher under quercetin-treated oocytes. With quercetin treatment, the fertilization rate increased from 62.2% to 76.2%, while the rate of blastocyst formation increasing from 17.8% to 33.3% (Fig. 6D). Moreover, a larger proportion of high-quality blastocysts was observed from cultured embryos treated with quercetin compared with controls (Fig. 6D). Thus, suggesting that quercetin has the potential to improve oocyte maturation and early embryonic development in human ART.

**Fig. 6:**
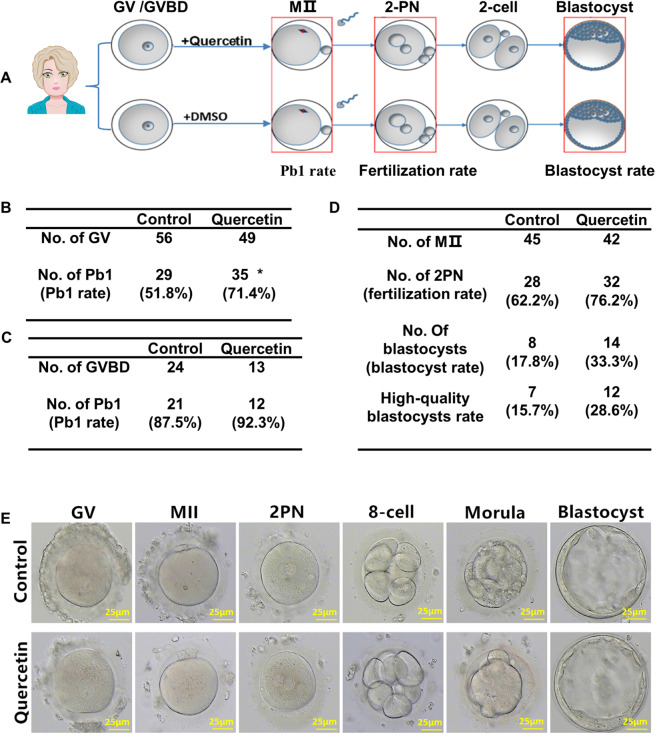
Quercetin improves human oocyte in vitro maturation and early embryonic development. **A** Timeline for the development of quercetin-treated human oocytes and early embryos up to the blastocyst stage. **B** Improved Pb1 extrusion of human embryos after quercetin treatment from GV oocytes. **C** Improved Pb1 extrusion of human embryos after quercetin treatment from GVBD oocytes. **D** Improved fertility rate, blastocyst formation rate, and high-quality blastocysts rate of human embryos after quercetin treatment. **E** Morphology of embryos after in vitro culture with or without quercetin in the culture medium. Scale bar, 25 μm. *P* < 0.05 vs. control as calculated by two-tailed unpaired Student’s *t*-tests.

These results suggest that quercetin can help prevent the excessive ROS accumulation that is known to result from decreased *Sirt3* levels in aged oocytes. Moreover, this finding that quercetin up-regulated *Sirt3* expression suggests the presence of a regulatory mechanism through which quercetin can trigger increased cellular anti-oxidative activity, specifically indicating that quercetin acts via a SIRT3-mediated reduction of SOD2K68 acetylation levels (Supplementary Material Fig. S2).

## Discussion

For human ART, IVM of oocytes remains limited by its low success rate, with especially pronounced limitations for aged oocytes. In the present study, these data indicate that quercetin can improve IVM success rates and can ameliorate the quality of aged oocytes, subsequently improving fertilization outcomes. Specifically, these results both confirmed our initial hypothesis about oocyte and fertility-related improvements upon quercetin treatment and provided information about quercetin-related biological mechanisms. Our results confirmed a role for quercetin in preventing the formation of abnormal mitochondrial structures and dysfunctional processes typical of aged oocytes. Specifically detecting that quercetin improves the quality of aged oocytes by reducing the levels of known age-related mitochondrial oxidative stress, reducing the extent of apoptosis, and promoting autophagy. Besides, the finding demonstrated that quercetin may trigger decreased cellular anti-oxidative activity via SIRT3-mediated reduction of SOD2K68 acetylation levels. Finally, our experiments with human oocytes also showed increased IVM success and early embryonic development potential upon quercetin treatment.

It is thought that many effects on embryonic development and clinical outcomes are deeply rooted in the oocyte maturation process^36^. However, because of suboptimal culturing conditions, IVM oocytes have been reported to exhibit embryonic developmental arrest at various stages^37^. So, the addition of effective agents into the IVM culture system is now understood to have great clinical importance. Previous in vitro studies have shown that quercetin can be beneficial for embryonic development potential in swine and goats^8,24^. However, there is to date no direct evidence of any quercetin effects on human oocytes during ART. The present study thus represents the first assessment of quercetin effects on human oocytes. Moreover, our demonstration of multiple quercetin-related improvements in oocytes from aged mice corroborates findings from studies in swine^24,38^. The present study fundamentally supports further exploration of the use of quercetin to improve the IVM of oocytes derived from aging patients suffering from reproductive dysfunction.

Previous studies have shown that at least one in eight women experience infertility^39^. Many factors contribute to female infertility, including for example fallopian tube blockage, endometrial receptivity, and ovulation dysfunction. Nevertheless, age-related fertility decline is understood to be a particularly prevalent reason for infertility, aged women tend to produce fewer oocytes and have lower implantation potential^40^. It bears emphasizing that some work suggests that the reduced quantity of oocytes retrieved from aged maternal may be less important than age-related declines in oocyte quality^41^. A major challenge when seeking to improve the quality of IVM oocytes is the need to synchronize between oocyte nuclear and cytoplasmic maturation^10^. The spindle/chromosome morphology and CGs distribution are known to be important indicators for oocyte nuclear and cytoplasmic maturation, respectively^42^. This study showed that quercetin can attenuate anomalous spindle formation, improve chromosome alignment, help maintain normal CGs distribution, and these results are consistent with a previous report about quercetin effects attenuating morphological changes during postovulatory oocyte aging^23^. Notably, no prior study has evaluated the distribution of CGs in oocytes upon quercetin treatment. Quercetin should be considered as a powerful agent that can combat age-induced quality declines in IVM oocytes. Further, these results also indicate that quercetin could be explored as a potential agent for use in IVM for urgent fertility preservation in for example cancer survivors^43^.

Aging is highly associated with increased senescent cell burden, and some studies have shown that caloric restriction (CR) without malnutrition can prolong maternal fertility^44,45^. However, it has been noted that CR can cause irregular estrous cycles and inhibit oocyte development^16^. Although cryopreservation of gametes and ovarian tissue technologies can help women achieve successful pregnancies^46^, these cannot improve gradual decreases in oocytes quality and ovary function. Quercetin has been previously found to exert diverse fertility-related effects^47^, but physiological mechanisms for these quercetin-related effects remain poorly understood. Emerging evidence indicates that oxidative stress is the most probable factor influencing ovarian aging, and mitochondria are known to be the primary endogenous source of ROS^48^. Mitochondria are also a major site for ROS damage and are the known induction site for the intrinsic induction pathway of autophagy^49^. There are reports that quercetin mainly accumulates in mitochondria of cells^50^. The results strongly suggest that quercetin-treated oocytes reduce oxidative stress levels and reduce the extent of apoptosis. These results therefore support previous studies reporting that quercetin interferes with oxidative stress and apoptosis^51^. More specifically, the study has highlighted an apparently close functional relationship between apoptosis and autophagy in quercetin-treated oocytes. Taken together, this work supports that quercetin can be used as an effective agent to prevent mitochondrial dysfunction and to alleviate the age-related accumulation of excessive ROS levels. These results also suggest that these mitochondrial ROS-related impacts can at least partially explain observed quercetin-treatment-induced improvements in the IVM potential of oocytes derived from aged mice.

The SIRT3 protein is known to mainly localize in mitochondria, where it apparently regulates 80–90% of mitochondrial protein acetylation^52^_._ It is known that *Sirt3* can enhance FoxO3a activity, thereby regulating the activities of SOD2 and CAT, which can positively affect age-induced fertility decline^41^. The results are in agreement with studies, that age-related decline in SIRT3 expression levels^53^. Further, the *Sirt3*-dependent deacetylation of SOD2 promotes ROS accumulation, which is known to contribute to the poor quality of oocytes in diabetic mice^35^. Increased ROS levels are known to stimulate *Sirt3* transcription, leading to SOD2 deacetylation and activation, and yet *Sirt3* can help eliminate ROS by transforming SOD2ac into SOD2^34,54^. This work experimentally the detailed mechanism through which quercetin can trigger increased cellular anti-oxidative activity via *Sirt3*-mediated reduction of SOD2K68ac levels.

Thus, our studies demonstrate that quercetin attenuates age-related mitochondrial oxidative stress and subsequently improves the quality of oocytes, promoting both oocyte maturation and early embryonic development in humans and aged mice oocytes. Considering the known contributions of mitochondrial ROS in reducing oocyte quality, it seems likely that further benefits for preserving oocyte quality could be gained by testing additional anti-mitochondrial-ROS agents. Extending even further, a better understanding of how such agents—and their biological mechanisms of action—directly contribute to improving basic IVM culture systems protocols should help in efforts to develop and improve the presently quite low success rates of this clinically and economically attractive ART tool. Finally, these findings propose a potential strategy for applying quercetin as a measure to help prevent age-related oocyte quality deficits and to improve ART success rates for middle-aged women. However, it bears strong emphasis that any clinical interventions based on quercetin will certainly require rigorous safety evaluations and careful monitoring for unanticipated impacts on pregnancy outcomes.

## Supplementary information

Supplement Figure Legends

Volcano plot showing the downregulated and upregulated genes after quercetin-treated oocytes.

Diagram illustrating the proposed mechanisms for quercetin increasing IVM and blastocyst rates.

Baseline profiles of women with and without quercetin-treated oocytes.

Antibody information

Primer Sequences

# Supplementary material for: Quercetin promotes in vitro maturation of oocytes from humans and aged mice
**Source:** Cell Death Dis. 2020 Nov 11;11(11):965. doi: 10.1038/s41419-020-03183-5
**Supplement:** Supplementary file 1 — Supplement Figure Legends

**Fig S1** **Volcano plot showing the downregulated and upregulated genes after quercetin-treated oocytes.** Different dots indicate the transcription change, the red dots indicate upregulated genes, the blue dots indicate downregulated genes, and the gray dots indicate no change in transcription.

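In a volcano plot, each gene is placed by its log2 fold change and its p-value. In the deposited counts, the median log2 fold change over the tested genes was -0.026, with 25% of genes under -0.24 and 75% under 0.17. The outer percentiles, 1 and 99, lay at -1.01 and 0.83. A fold change over 2 at any p was found for 186 genes, 60 higher and 126 lower with quercetin. Unadjusted p-values from edgeR's quasi-likelihood test were spread evenly over most of their range, with between 555 and 646 genes in each bin of 0.05 above the lowest bin.

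**Figure D3:**
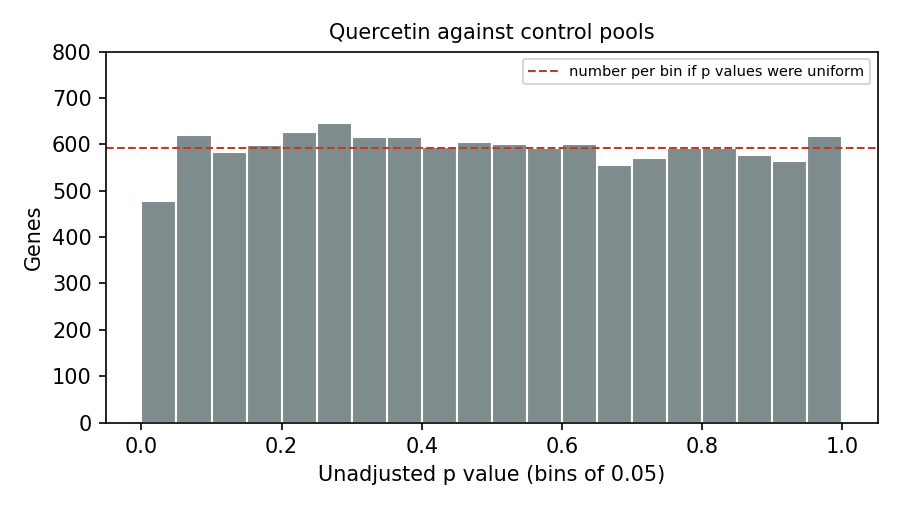
Number of genes in each bin of the unadjusted p-value from edgeR's quasi-likelihood test of quercetin against control pools, with a dashed line at the 592.1 genes per bin that evenly spread p-values would give. The lowest bin, p-values under 0.05, holds 477 genes, under the line.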

**Fig S2 Diagram illustrating the proposed mechanisms for quercetin increasing IVM and blastocyst rates.** Quercetin can attenuate age-related mitochondrial oxidative stress and subsequently improves the quality of oocytes, promoting both oocyte maturation and early embryonic development in human and aged mice oocytes. Quercetin can overcome multiple age-related-decline oocyte phenotypes by reduced apoptosis, improved autophagy, and scavenged oxidative stress via SIRT3-mediated acetylation of SOD2 residue K68.

# Supplementary material for: Quercetin promotes in vitro maturation of oocytes from humans and aged mice
**Source:** Cell Death Dis. 2020 Nov 11;11(11):965. doi: 10.1038/s41419-020-03183-5
**Supplement:** Supplementary file 4 — Baseline profiles of women with and without quercetin-treated oocytes.

**Table S1. Baseline profiles of women with** **and without quercetin-treated oocytes.**

|  | **Control(n=33)** | **Quercetin(n=35)** | **P value** |
| --- | --- | --- | --- |
| **FSH, IU/L** | **5.95+1.32** | **5.75+1.67** | **P=0.579** |
| **LH, IU/L** | **4.75±1.95** | **5.42±2.24** | **P=0.197** |
| **E2, pg/ml** | **35.11±13.84** | **35.37±18.07** | **P=0.948** |
| **T, ng/dl** | **23.57±12.98** | **24.96±10.93** | **P=0.633** |
| **AMH, ng/ul** | **4.27±3.67** | **4.99±4.34** | **P=0.458** |
| **Age, Yr** | **31.21±4.99** | **31.03±4.52** | **P=0.874** |
| **BMI, kg/m2** | **24.05±3.87** | **24.53±3.97** | **P=0.615** |

Note: Data are expressed as means ± SD; Student's t-test.

# Supplementary material for: Quercetin promotes in vitro maturation of oocytes from humans and aged mice
**Source:** Cell Death Dis. 2020 Nov 11;11(11):965. doi: 10.1038/s41419-020-03183-5
**Supplement:** Supplementary file 5 — Antibody information

**Table S2. Antibody information**

| **Protein name** | **Manufacture (catalogue number)** | **Applications(working dilution)** | **Uses** |
| --- | --- | --- | --- |
| LC3 | Cell Signaling(4108) | 1:300 | Confocal Microscope |
| Caspase3 | Abcam(ab13847) | 1:100 |  |
| SOD2K68ac | Abcam(ab137037) | 1:300 |  |
| SOD2 | Abcam(ab68155) | 1:50 |  |
| Anti-a-tubulin-FITC antibody | Sigma(F2168) | 1:800 |  |
| Lens culinaris (LCA)-FITC | Vectorlabs(FL-1041-5) | 1:200 |  |
| Alexa Fluor(anti-rabbit) 488 | Cell Signaling(4412S) | 1:500 |  |
| Fluorescein labeled Lens Culinaris Agglutinin | Vectorlabs(FL-1041-5) | 1:200 |  |
| MitoTracker Red | Invitrogen(M7512) | 200 nM |  |
| In Situ Cell Death Detection Kit | Roche(11684795910) | 1:2 |  |
| carboxy-H2DCF diacetate | Beyotime(S0033) | 10 mM |  |
| MitoProbe™ JC-1 Assay | Invitrogen(M34152) | 2 μM |  |
| Mounting Medium with DAPI | Vector(H-1200) | 10ml |  |
| DAPI | Solarbio(C0060) | 1mg/ml |  |
| SIRT3 | Proteintech(10099-1-AP) | 1:2000 | Western Blot |
| β-action | Proteintech(66009-1-Ig ) | 1:2000 |  |
| IRDye 680RD Goat Anti-Rabbit | Li-Cor(926-68071) | 1:5000 |  |
| IRDye 800CW Goat Anti-Mouse | Li-Cor(926-32210) | 1:5000 |  |

# Supplementary material for: Quercetin promotes in vitro maturation of oocytes from humans and aged mice
**Source:** Cell Death Dis. 2020 Nov 11;11(11):965. doi: 10.1038/s41419-020-03183-5
**Supplement:** Supplementary file 6 — Primer Sequences

**Table S3. Primer Sequences**

| **Gene name** | **Primers Sequence** | **Uses** |
| --- | --- | --- |
| *Hmga2* | F: 5'-AAGGCAGCAAAAACAAGAGC-3' | qPCR |
|  | R: 5'-GCAGGCTTCTTCTGAACGAC-3' |  |
| *Ube2e3* | F: 5'-GACAGGCAAAGGTCGGATGAT-3' |  |
|  | R: 5'-5'-ATCTGCATCTGAACTGCCACT-3' |  |
| *Nbr1* | F: 5'-GCAAGGAAATCAGCTACAGATGC-3' |  |
|  | R: 5'-ATCCCAAGACTCTCACCAGTG-3' |  |
| *Mtch2* | F: 5'-TGGGCGACAAGTATGTCAGC-3' |  |
|  | R: 5'-AGGACTCCTGAACACAGTCTT-3' |  |
| *Il6* | F: 5'-CTGCAAGAGACTTCCATCCAG-3' |  |
|  | R: 5'-AGTGGTATAGACAGGTCTGTTGG-3' |  |
| *CASP9* | F: 5'-GGCTGTTAAACCCCTAGACCA-3' |  |
|  | R: 5'-TGACGGGTCCAGCTTCACTA-3' |  |
| *sirt3* | F: 5'-TGGGGAGTGGTGCTTTTTATG-3' |  |
|  | R: GGGCAATGTAGGGTCGTCAG-3' |  |
| *Sod2* | F: 5'-AGGTCGGTGTGAACGGATTTG-3' |  |
|  | R: TGTAGACCATGTAGTTGAGGTCA-3' |  |
| *Gpx4* | F: 5'-ATCCCTTCGCGCCTGTACT-3' |  |
|  | R: GTGCTCGTAGATCGCGTCT-3' |  |
| *Bmp15* | F: 5'-GTCACCTCTACAATACCGTCCG-3' |  |
|  | R: CACCCGGTCCAGGTTAAACA-3' |  |
| *Gdf9* | F: 5'-GACCTGCCTTACGACTATG-3' |  |
|  | R: GAAGAGCGACCTGAGTTG-3' |  |
| *Gapdh* | F: 5'-AAATCAAGGAGTTTGCAGCCGG-3' |  |
|  | R: TTCTCTATCACCTGGGGCTCCT-3' |  |
| *Sirt3* | F: 5'-GCCTCTACAGCAACCTTCA-3' | siRNA |

How the deposited data were processed for this re-analysis (not part of the article)

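RNA sequencing was done on 6 pools of M II oocytes from aged Kun Ming mice, 3 matured in vitro without quercetin and 3 with 10 μM quercetin for 16 h. Each pool combined 15 oocytes from 3 mice. Conditions and replicate numbers were taken from the sample labels, and the age, dose, culture time and pool size from the paper's methods. The maturation, fertilization and blastocyst rates, including those of human oocytes, and the imaging, ATP, blotting and qPCR measurements were not analysed here.

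The authors aligned the reads with Hisat2 to GRCm38.91 and deposited counts, the number of reads on each of 53465 Ensembl genes in each pool, without normalization or pooling of replicates. The paper's text names neither the counting program nor its settings for strand and for reads that match several genes. Genes that overlap or share sequence with another gene are therefore given with the share of their exon length or sequence concerned. Gene symbols came from the Ensembl gene names, which matched 53274 of the identifiers. Coordinates came from GENCODE release M21 on GRCm38, and were not converted between builds.

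Total counts ran from 7880467 to 9938743 per pool. A gene at 3 counts, the floor used for lower bounds, is at 0.302 to 0.381 CPM by unscaled library size, and this floor covers counting error only. Of 24476 genes with at least 1 count, 11842 passed filterByExpr of edgeR 4.0.16 (minimum count 10) and were tested. Counts were scaled by TMM, and quercetin was compared with control by edgeR's quasi-likelihood test (glmQLFit and glmQLFTest, no covariate) in R 4.3.3, with Benjamini-Hochberg adjustment over all tested genes. The paper's criteria of an adjusted p under 0.05 and a fold change over 2 were used. The standard error of a log2 fold change is its size divided by the square root of the F statistic. Values of single genes in CPM use the TMM-scaled library sizes and are given as mean ± SD over 3 pools. The summed level of cumulus markers uses unscaled library sizes. Single genes and shares of counts were also compared by a two-sided exact permutation test, which cannot go under p = 0.1 with 3 pools against 3.

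The text names genes that the paper names, and some of the paper's genes were not used here. It also names up to 5 higher and 5 lower genes by largest fold change among those passing both criteria, with a mean of at least 5 CPM and no overlap between the groups. Because no gene passed, the 5 in each direction with the smallest unadjusted p under the same conditions were taken, which added 9 genes that the paper does not name. Gene sets (8, fixed by symbol) were compared with the camera test of limma 3.58.1 on log2 CPM with a prior count of 2 and an inter-gene correlation of 0.01, and with Fisher's exact test for over-representation. A Gene Ontology annotation and a genome sequence were not used here.

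The fit was tested on simulated counts with the gene means, library sizes and spread of these pools, with 200 genes changed 2-, 4- or 8-fold. Sharing of sequence between genes was measured as the percent of 31-base words of a gene's transcripts that also occur in transcripts of other genes. Ribosomal protein genes were compared with the 50 other genes nearest to each in transcript length or GC content. Primer and siRNA sequences were matched to the same transcripts by exact search. These steps used Python 3.11.15 with scipy 1.17.1, numpy 2.4.6, pandas 2.3.3 and statsmodels 0.14.6, and plots were drawn with matplotlib 3.10.9.

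Alternatives were DESeq2 1.42.0, edgeR's likelihood ratio test, limma-voom, other scalings (DESeq2's size factors or library size only), other filters (at least 1 count in total, or at least 10 counts in every pool), unadjusted p-values, leaving out each pool in turn, and the replicate number as a block. Pairing by replicate number comes from the sample labels, which number the pools 1 to 3 in each group. The paper does not describe the pools as paired, so the block was kept as an alternative. Added after seeing the data were edgeR's exact test, the remaining combinations of test, filter and adjusted or unadjusted p, unadjusted p-values with the other scalings and with the replicate block, and the 11 genes without a filter.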

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

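The tests that count, for each split of the pools, genes as strong as these by p were chosen only after the result was seen.

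*Rell1*, *C1d*, *Fgfr1op* and *Pigp* are not among the genes the paper discusses, and each was higher in every quercetin pool than in every control pool (two-sided exact permutation test, p = 0.1 for each, the smallest p that 3 pools against 3 allow). The log2 fold change was 2.19 for *Rell1* (standard error 0.24), 2.57 for *C1d* (0.31), 1.19 for *Fgfr1op* (0.22) and 0.93 for *Pigp* (0.20). With edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, the adjusted p was 0.0730 for *Rell1* and *C1d*, 0.541 for *Fgfr1op* and 0.792 for *Pigp*, so none passed the threshold in this fit. The same test without a filter called *Rell1* and *C1d* by the adjusted criteria. The likelihood ratio test and DESeq2 called *Rell1*, *C1d* and *Fgfr1op*. No gene was called with limma-voom, both other scalings, at least 10 counts in every pool or the replicate block. Over the alternatives run for each gene, Benjamini-Hochberg adjusted p-values ran from 7.53e-12 (DESeq2) to 0.190 for *Rell1* and from 1.17e-08 (DESeq2) to 0.302 for *C1d*. They ran from 0.00117 to 0.9999 for *Fgfr1op* and from 0.0228 to 0.9999 for *Pigp*, with DESeq2 again at the low end and edgeR's quasi-likelihood test with a pool left out at the high end.

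Several technical explanations were weighed for these 4 genes. Reads shared with other genes would need most of their sequence to occur elsewhere, but the median share of 31-base words found in other genes was 2.71%. Overlapping genes covered a median of 1.35% of their exon length. *Pigp* differs from the others in this, with 28.2% of its exon length overlapped by *Ttc3* on the other strand and *Gm15310*, and 27.2% of its words shared, so part of its counts could come from those genes. Subtracting the trend of fold change with GC content left the lowest log2 fold change, that of *Pigp*, at 0.953 from 0.93. The trend itself ran from -0.383 to 0.0988 over all genes, too little to account for rises of this size. Total counts were alike between the groups, and TMM, DESeq2's size factors and library size only each left the 4 genes higher with quercetin.

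Loss of transcripts at amplification from few cells and differences between mice were not tested for these 4 genes. Among the explanations tested, the choice of these genes from many remains. Between groups, 642 genes were higher and 612 lower in every quercetin pool than in every control pool, which is 10.6% of the genes tested against the 10% that chance gives. Of the 4 splits of the 6 pools that part every same-numbered pair, 2 gave at least as many genes without overlap as treatment did, and of all 10 splits 5 did, up to 2201 genes. These numbers include the real split itself. The other 6 splits each put a same-numbered pair together. That count holds no value for the 4 genes themselves, so genes at 5 CPM or more without overlap were also counted by p. The real split had 2 genes at the p of *C1d* or under and 13 at that of *Pigp* or under. Of the 4 splits that part every pair, 1, the real one, had as many at either p. Of all 10 splits, 4 and 3 had as many, and in 7, the real one among them, the smallest p was at least as small as that of *Rell1*. With so few splits the share cannot go under 0.1, and higher expression of these genes with quercetin cannot be told apart from a chance split of the pools. A response of *Rell1* and *C1d* to quercetin may be worth a separate measurement, and is a hypothesis only. A strain variant against the reference was not tested, and the labels give no batch.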

How the results depend on the processing

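The tests chosen only after the result was seen are edgeR's exact test and the other combinations named as added, while those over splits of the pools for the DESeq2 and likelihood ratio calls were chosen before. The test, filter, scaling, gene sets and the alternatives not named as added were chosen before the data were examined. Alternatives written for normalized values only (pseudocounts, limma without trend, quantile normalization and filters on such values) were not run, because the deposited values are counts.

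The adjusted result, 0 genes past an adjusted p under 0.05 and a fold change over 2 with 477 genes at an unadjusted p under 0.05, was the same with limma-voom, DESeq2's size factors in the edgeR fit, library size only, at least 10 counts in every pool, and the replicate block. It moved with other tests. DESeq2 called 12 genes (5 higher, 7 lower, and 17 by adjusted p alone), edgeR's likelihood ratio test 16 (6 higher, 10 lower, and 18 by adjusted p alone), and no filter 3 (2 higher, 1 lower, and 3 by adjusted p alone). Of the likelihood ratio calls, 11 were also DESeq2 calls. Unadjusted p-values gave 103 genes (31 higher, 72 lower). Across the 6 fits that each left out 1 pool, 0 to 7 genes passed (0 to 4 higher, 0 to 6 lower, and 0 to 7 by adjusted p alone). The cause was not tested.

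Splits of the pools bear on these calls. Of the 4 splits that part every same-numbered pair, 2 had at least as many DESeq2 calls as the real split and 2 at least as many likelihood ratio calls, where the real split is itself included. Over all 10 splits, 6 reached the DESeq2 count (up to 87 genes) and 5 the likelihood ratio count (up to 96 genes), where the other 6 splits keep a same-numbered pair together. The calls cannot be told apart from a chance split of the pools.

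The following were added after seeing the data. With adjusted p-values, edgeR's exact test called 16 genes (6 higher, 10 lower, and 18 by adjusted p alone). Without a filter, the likelihood ratio test called 14 (7 higher, 7 lower), the exact test 10 (5 higher, 5 lower), limma-voom 2 (1 higher, 1 lower) and DESeq2 11 (6 higher, 5 lower). With at least 10 counts in every pool, the likelihood ratio and exact tests each called 13 (5 higher, 8 lower), DESeq2 11 (5 higher, 6 lower) and limma-voom 0, where the unadjusted count was 56. With unadjusted p-values and the default filter, the numbers were 122 (38 higher, 84 lower) for the likelihood ratio test, 115 (36 higher, 79 lower) for the exact test, 131 (37 higher, 94 lower) for limma-voom, 79 (26 higher, 53 lower) for DESeq2, 103 (34 higher, 69 lower) with DESeq2's size factors in the edgeR fit, 118 (23 higher, 95 lower) with library size only and 131 (37 higher, 94 lower) with the replicate block. With unadjusted p-values and no filter, they were 422 (160 higher, 262 lower) for the quasi-likelihood test, 1014 (411 higher, 603 lower) for the likelihood ratio test, 394 (131 higher, 263 lower) for the exact test, 720 (272 higher, 448 lower) for limma-voom and 130 (48 higher, 82 lower) for DESeq2. With unadjusted p-values and at least 10 counts in every pool, they were 48 (17 higher, 31 lower) for the quasi-likelihood test, 52 (19 higher, 33 lower) for both the likelihood ratio and exact tests, 56 (17 higher, 39 lower) for limma-voom and 50 (19 higher, 31 lower) for DESeq2. The cause was not tested.

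Scaling by library size only moved the median log2 fold change of all tested genes from -0.026 to -0.11, and the share of higher genes among those at an unadjusted p under 0.05 and a fold change over 2 from 30.1% to 19.5%.

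*Sirt3* stayed higher and *Sod2* lower with quercetin, and both stayed above the adjusted p threshold, with DESeq2, both other scalings, the replicate block and each pool left out. Their log2 fold changes ran from 0.34 to 0.70 and from -0.22 to -0.03 across the 6 fits that each left out 1 pool. The number of the 11 genes changing in the stated direction was 6 in the same settings and 6 to 8 when a pool was left out, and with no filter, an alternative added after seeing the data, it was 9. Among the other named genes, 14 values passed the threshold that had not, 11 with DESeq2 and the rest with a pool left out. The log2 fold change of *Map1lc3b* went from -0.07 to 0.25 without quercetin replicate 1, and ran from -0.43 to 0.25 over all pools left out.

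Gene sets depended on the pools. Across the 6 fits that each left out 1 pool, the shift ran from -0.31 to -0.12 for mitochondrially encoded proteins, from -0.28 to -0.050 for the cytosolic ribosome, from -0.10 to -0.01 for the mitochondrial ribosome, from -0.31 to 0.10 for the nuclear respiratory chain, from -0.14 to 0.03 for antioxidant genes, from -0.05 to 0.21 for apoptosis, from -0.04 to 0.076 for autophagy and from -0.18 to 0.11 for cumulus markers. Those that changed sign were the nuclear respiratory chain without control replicate 2 (0.099) or quercetin replicate 1 (0.051), antioxidant genes without control replicate 3 (0.029), apoptosis without quercetin replicate 1 (-0.053), autophagy without quercetin replicate 3 (-0.038), and cumulus markers without control replicate 1 (0.11) or quercetin replicate 3 (0.068). Cumulus markers also reversed, to 0.10, with at least 10 counts in every pool. With the inter-gene correlation estimated, the mitochondrially encoded (-0.25) and cytosolic ribosome (-0.18) sets no longer passed, at an adjusted p of 0.899 from limma's camera test with Benjamini-Hochberg adjustment, while over all alternatives this adjusted p ran from 6.94e-06 to 0.899 and from 8.60e-06 to 0.899. Both also missed it with pools left out. In limma's camera test with Benjamini-Hochberg adjustment, the mitochondrially encoded set had an adjusted p of 0.0936 without quercetin replicate 3, and the cytosolic ribosome set 0.470 without control replicate 2, 0.193 without quercetin replicate 1 and 0.0734 without quercetin replicate 3. With the replicate block, the nuclear respiratory chain (-0.11) passed with an adjusted p of 0.0292 from limma's camera test with Benjamini-Hochberg adjustment, over a range of 0.000371 to 0.970. It also passed in this limma test with Benjamini-Hochberg adjustment without control replicate 1 (adjusted p of 0.000371) and without quercetin replicate 2 (0.00200). The cause was not tested.

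Depth limits what the low genes can show. *Gpx4*, *Hmga2*, *Mtch2* and *Il6* had under 10 counts in most pools and were not tested. Without a filter, the p-values of *Gpx4*, *Mtch2* and *Il6* rest on few reads, and that of *Hmga2* on 2 quercetin pools, with 313 and 196 counts. A 2-fold change was called for 2.5% of changed genes in simulated counts of the same depth and spread, and a 4-fold change for 78%, so a 2-fold change in a single gene was mostly not detectable in these pools.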

Differences from the paper's values

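The paper reports 124 genes up-regulated with quercetin past an adjusted p under 0.05 and a fold change over 2, and 0 were found here with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, where 253 genes were higher at an unadjusted p under 0.05. The paper reports 270 down-regulated genes by the same criteria, and 0 were found here, where 224 were lower at an unadjusted p under 0.05. No alternative set before the data were examined came within 1.5 times of the paper's numbers. The nearest were unadjusted p-values with a fold change over 2, which gave 31 higher and 72 lower genes against the paper's 124 and 270, the likelihood ratio test with 6 and 10, and DESeq2 with 5 and 7. In all, 36 settings were run on the 6 pools. Only 2 of them reached the paper's numbers within 1.5 times, and both were chosen after seeing the values. These were unadjusted p-values with no filter, from the quasi-likelihood test (160 higher, 262 lower) and from edgeR's exact test (131 higher, 263 lower, in all 394, which is also the sum of the paper's 124 and 270).

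The paper places 9 named genes among the up-regulated and 2 among the down-regulated. None of the 11 met the adjusted criteria here. *Ube2e3* and *Nbr1* met them with DESeq2 and the likelihood ratio test, set before the data were examined. *Hmga2* and *Nbr1* met them without quercetin replicate 1, also set before. Among settings chosen after seeing the values, *Ube2e3* and *Nbr1* met the adjusted criteria with edgeR's exact test, with DESeq2 without a filter, and with at least 10 counts in every pool in the likelihood ratio test, the exact test and DESeq2. Without a filter, *Ube2e3* met them in the exact test, and *Ube2e3* and *Hmga2* in the likelihood ratio test, again chosen after seeing the values.

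With unadjusted p-values and a fold change over 2, *Ube2e3*, *Nbr1* and *Casp9* met the criteria under the quasi-likelihood test, as set before the data were examined. The same 3 genes met them with the likelihood ratio test, the exact test, limma-voom, DESeq2, DESeq2's size factors in the edgeR fit, library size only and the replicate block, and *Ube2e3* and *Nbr1* in each test with at least 10 counts in every pool, all chosen after seeing the values. Unadjusted and without a filter, *Hmga2* and *Il6* also met them in the quasi-likelihood, likelihood ratio and exact tests and in DESeq2, *Il6* in limma-voom, and *Mtch2* in each of these tests but DESeq2, also chosen after seeing the values. *Sod2*, *Gpx4*, *Bmp15*, *Gdf9* and *Sirt3* met the criteria in none of the 36 settings and in none of the 6 fits that left out a pool.

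The paper gives *Sod2* as higher with quercetin, citing a figure of qPCR values, which were not analysed here. In the sequencing counts, the log2 fold change of *Sod2* was -0.11 (standard error 0.18), under 0 in every alternative run for it. The paper also gives *Gpx4* as higher, and in the fit with no filter its log2 fold change was -0.46 (standard error 0.60). Only control replicate 2, with 29 counts, lay above the quercetin pools (8, 14 and 9), while the other control pools had 6 and 8. The sign for *Gpx4* thus rests on that pool and few reads. The paper describes the experiment as sequencing of single cells in its results and as pools of 15 oocytes in its methods, and the values here are for pools.

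Table S3 of the paper lists a gene for each of its 12 qPCR primer pairs. For 6 pairs, the gene that both primers match is another one. The pair listed as *Sirt3* matched *Bmp15*, *Bmp15* matched *Gdf9*, *Gdf9* matched *Sod2*, *Sod2* matched *Gapdh*, *Gapdh* matched *Gpx4*, and *Gpx4* matched *Uqcr10*. Whether the names in the table or the assays differ was not tested. A shift of the listed names alone, in the copy of the table used here, cannot account for all 6 pairs. No listed pair is named *Uqcr10*, and none of the 12 qPCR pairs gave a product in *Sirt3*. Other errors in that copy were not excluded.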

Other observations

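The tests chosen only after the result was seen are the splits of the pools for genes at an unadjusted or adjusted p (not those for genes without overlap) and for mitochondrially encoded transcripts, the matching of ribosomal protein genes gene by gene, the ribosomal RNA and normalization tests, the low depth, overlapping genes and quercetin treatment tests of genes uneven between pools, and the tests of *Gapdh* and cumulus markers.

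The real split of the pools did not stand out among all splits in the number of changed genes. Of the 4 splits that part every same-numbered pair, 2 had at least the 103 genes of the real split at an unadjusted p under 0.05 with a fold change over 2, and all 4 had at least as many genes at an adjusted p under 0.05, which the 0 genes of the real split (477 unadjusted) fix in advance. Over all 10 splits, 8 had at least 103. These numbers include the real split itself. The split of control replicate 1 and quercetin replicates 1 and 2 against the other 3 pools gave the most, 384 genes at an unadjusted p under 0.05 with a fold change over 2 and 2201 genes without overlap, against 1254 for the real split (10.6% of genes, where chance gives 10%). This split keeps the pair numbered 1 and the pair numbered 3 together, and the labels give no batch for it. No biological explanation was tested for it.

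Mitochondrially encoded protein genes took a lower share of counts in every quercetin pool, by -21.6% on average (two-sided exact permutation test, p = 0.1, the smallest p possible), and all 13 were lower. Among the splits, 1 of the 4 that part every pair, the real one, gave as large a difference in share, and 1 of the 4 as large a shift of the set, and over all 10 splits the real one alone did so, which is the smallest share this design can give. Other splits came near, with shifts of -0.23 against -0.25. GC content did not account for it, since 1294 other genes at the same GC content (31.9% to 41.1%) had a median log2 fold change of 0.075 against -0.31 in the set. Normalization does not account for it either. The shift was -0.25 with library size only, a value fixed in advance, because a scaling factor per pool cancels in a shift relative to other genes and for the same reason cannot produce one. Ribosomal RNA carried into the libraries does move the same way. The share of counts on *CT010467.1*, annotated as ribosomal RNA, and on the overlapping *Gm42418* changed by -54.2%, and that on mitochondrial ribosomal RNA by -32.5% (two-sided exact permutation tests, p = 0.1 and p = 0.2). *CT010467.1* and *Gm42418* had been named for being lower in every quercetin pool, so that choice largely fixed their lower share. Mitochondrial ribosomal RNA is itself mitochondrial, and its share overlapped between the groups. These values therefore cannot decide whether a difference in how libraries captured such RNA lies behind the lower mitochondrial share. A lower level of mitochondrial transcripts with quercetin cannot be told apart from such a difference or from a chance split.

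Cytosolic ribosomal protein genes also shifted down, by -0.18 with 45 of 55 lower. *Rps20* and *Rpl30* had few reads, at a mean of 1.22 CPM each, and with at least 10 counts in every pool the shift was -0.22. Sequence shared with other genes was not tested as an explanation of this shift. Other genes in the same range of transcript length (9345 genes) and of GC content (10267 genes) had median log2 fold changes of -0.010 and -0.037 against -0.24 in the set, but these ranges take in most genes and decide little. Matched gene by gene, the 50 other genes nearest to each member had a median of -0.034 by transcript length and -0.051 by GC content. Of the 4 splits that part every pair, 1 gave as large a shift in either direction, the real one, but 5 of all 10 splits did, up to 0.32. The shift may thus be a difference between pools that a split by treatment happens to follow. In the real split 2 sets passed an adjusted p under 0.05 in limma's camera test with Benjamini-Hochberg adjustment, and 4 of the 10 splits had more.

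Some genes had counts that differed many-fold between pools. With thresholds chosen after seeing the data (a highest count of at least 200, and at least 10 times the lowest count plus 5), 51 of 4898 genes showed this. Of these, 43 met the thresholds within 1 group, and 14 had a lowest count of at most 10. *Prrg1* had 1931, 1488 and 1846 counts in control pools and 9, 2613 and 1911 in quercetin pools, and *Acp2* had 579, 44 and 1 in control pools and 546, 634 and 3 in quercetin pools. *Zp2* had 1990, 12980 and 5601 in control pools and 1045, 7734 and 11260 in quercetin pools. *Hmga2*, which the paper names, is among the 51. These examples were chosen after their values were seen. The median of the highest counts was 524, but the definition partly fixes this value, so it cannot decide on low depth. Total counts ran only from 7880467 to 9938743 per pool, while each of the 51 genes differed at least 10-fold. For these genes, the values argue against a difference in read depth between pools. Overlapping genes on the same strand were found for 13.7% of them and 7.7% of the others (Fisher's exact test, p = 0.113), and the mean share of sequence in common with other genes was 15.9% against 10.4% (permutation test, p = 0.0928). Both are higher in the 51 genes, so neither is excluded by these tests. Quercetin treatment does not sort the genes, as 5.88% (3 of 51, 0 higher and 3 lower) had groups that did not overlap, where chance gives 10% (exact binomial test, p = 0.896). Loss of transcripts at amplification from few cells and differences between mice were not tested, and these and both sequence explanations remain. A fold change of *Hmga2* read from 3 pools a group may reflect this pattern and not the treatment.

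*Gapdh*, the qPCR reference in the paper, had 6 to 9 counts per pool, fewer than other genes often used as references, a list chosen after its value was seen. *Actb* had 216 to 317, *Eef1a1* 113 to 219, *Ppia* 40 to 69, *Ubb* 5478 to 8252 and *Hprt* 6493 to 9157. A candidate explanation is that reads shared with other genes were not counted. The share of the *Gapdh* sequence found in other genes was 84.1% by its longest coding transcript. Across 82 cytosolic ribosomal protein genes, which are not independent replicates, counts fell as the shared part rose (Spearman rho = -0.352). This rule for choosing transcripts was set after a first look, and with the longest transcript of any kind the values were 30.7% and rho = -0.109, so the explanation cannot be decided here. Among the other reference genes, a large shared part went with more counts than *Gapdh* had, with 72.3% for *Eef1a1*, 58.4% for *Ubb*, and 75.4% for *Tuba1b* at 230 to 440 counts.

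Cumulus cells surround the oocyte, and the authors removed them by pipetting. By unscaled library size, the summed level of 7 cumulus marker genes was 1400 ± 115 CPM in control pools and 1683 ± 234 CPM in quercetin pools (SD, n = 3, two-sided exact permutation test, p = 0.2). In this sum, 2 quercetin pools were above every control pool. Such a sum is weighted to the most abundant markers, while the set shifted by -0.033, with 4 genes higher and 3 lower. The groups overlapped in the sum, but 3 pools against 3 cannot exclude a difference in cumulus cells carried over.

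Other genes from the paper were also tested. *Foxo3* had 869, 654 and 681 counts in control pools and 603, 601 and 383 in quercetin pools, a log2 fold change of -0.44 (standard error 0.22). *Map1lc3a* and *Map1lc3b* had log2 fold changes of -0.81 (standard error 0.61) and -0.07 (standard error 0.32), and *Cat* 0.49 (standard error 0.65). When each pool was left out in turn, the log2 fold change ran from -0.60 to -0.25 for *Foxo3* and from -1.32 to -0.11 for *Map1lc3a*. It ran from -0.43 to 0.25 for *Map1lc3b* and from 0.07 to 1.52 for *Cat*. Each of these 4 tested genes had an adjusted p from 0.988 to 0.997 in edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment.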
